# Mobilisation of jerboa kidney gene networks during dehydration and opportunistic rehydration

**DOI:** 10.1016/j.isci.2023.107574

**Published:** 2023-08-09

**Authors:** Benjamin T. Gillard, Nabil Amor, Fernando Alvira Iraizoz, Audrys G. Pauža, Colin Campbell, Michael P. Greenwood, Abdulaziz N. Alagaili, David Murphy

**Keywords:** Animals, Environment, Exposure, Transcriptomics

## Abstract

Desert animals have evolved systems that enable them to thrive under dry conditions. Focusing on the kidney, we have investigated the transcriptomic adaptations that enable a desert rodent, the Lesser Egyptian Jerboa (*Jaculus jaculus*), to withstand water deprivation and opportunistic rehydration. Analysis of the whole kidney transcriptome showed many differentially expressed genes in the Jerboa kidney, 6.4% of genes following dehydration and an even greater number (36.2%) following rehydration compared to control. Genes correlated with the rehydration condition included many ribosomal protein coding genes suggesting a concerted effort to accelerate protein synthesis when water is made available. We identify an increase in TGF-beta signaling antagonists in dehydration (e.g., GREM2). We also describe expression of multiple aquaporin and solute carrier transporters mapped to specific nephron segments. The desert adapted renal transcriptome presented here is a valuable resource to expand our understanding of osmoregulation beyond that derived from model organisms.

## Highlights

• The desert rodent *Jaculus jaculus* is an expert at surviving without water
• Large changes in renal gene expression respond to dehydration and rehydration
• BMP antagonist GREM2 may be important in the Jerboa kidney dehydration response
• Many genes that change after rehydration are involved in translation processes

## Introduction

Climate change is affecting the water cycle^1^ including the availability of water. Desertification and extreme droughts are becoming more common and with this comes a significant physiological and health burden to both people and wildlife. Epidemics of kidney disease are being reported across the world linked to heat stress and poor hydration.^2^^,^^3^^,^^4^

Osmoregulation concerns the maintenance of internal fluid balance whereby water input relies on drinking, diet, and metabolic water and output is determined by urine, respiration, and sweat. In mammals, osmoregulation is tightly regulated using a system centered around the peptide hormone arginine vasopressin (AVP). During osmotic stress such as water restriction, a loss of extracellular water volume increases plasma osmolality as the solute (primarily sodium) concentration is increased. This stimulates the release of AVP from the posterior pituitary gland into the systemic bloodstream. In the kidney, AVP initiates a signaling cascade that reduces urine water loss by reabsorption of water from the collecting ducts via the water channel aquaporin 2 (AQP2)^5^ and others. A myriad of active and passive channels line nephrons, transporting solutes for the creation of an osmotic gradient. As the nephron descends into the renal medulla, the interstitial fluid becomes highly concentrated, allowing water to flow from the lumen to create urine with high osmolality, an ability belonging only to birds and mammals.^6^ When water intake increases during rehydration, the opposite action occurs to inhibit reabsorption of water, producing dilute urine. This process is continuous but is put under extreme pressure when water availability is reduced over a prolonged period.

Some animals have evolved to survive and thrive in hostile arid environments such as the deserts of the Kingdom of Saudi Arabia. Characterizing the response to dehydration (and rehydration) in a desert adapted mammal can identify essential mechanisms shared by all mammals as well as the unique specializations that have evolved in creatures that are able to survive long periods without water. The Lesser Egyptian Jerboa (*Jaculus jaculus*), hereafter referred to as the “Jerboa”, is a rodent that is found in abundance across the deserts of North Africa and the Arabian Peninsula. The Jerboa has an omnivorous diet of plants, seeds, and animals^7^ and this is presumably where it derives water from as, even in captivity, Jerboas remain healthy with no water access.^8^ This ability to survive without water makes the Jerboa a tractable and attractive model to investigate osmoregulatory mechanisms in desert adapted species. Previously, Khalil and Tawfic^9^ described kidney morphology and found increased relative medulla thickness in the Jerboa compared to the white rat. This has been replicated in other desert animals and is considered to have a positive correlation with urine concentrating ability (Munkácsi and Palkovits^10^; Beuchat^11^; al-Kahtani et al.^12^). A series of experiments in the Jerboa and its closely related cousin *Jaculus orientalis* in Morocco during the 1980s showed higher basal plasma vasopressin, higher urine osmolality, and a greater ability in the kidney to retain water than Wistar rat counterparts (Baddouri et al.^13^^,^^14^). With a genome recently assembled as part of the Genome 10K initiative,^15^ the molecular basis of these highly adapted mechanisms can now be studied.

We first asked how physiological markers of osmoregulation respond to extended water restriction (beyond the survival limits of many mesic mammals) and rehydration in the Jerboa. Then, we cataloged the renal transcriptomes of Jerboas under euhydrated, dehydrated, and rehydrated conditions. Comparison of these datasets enabled us to identify transcriptomic changes caused by these transitions. Network analysis grouped correlated genes together into modules which were then linked to physiological traits thus revealing functionally relevant gene clusters and “hub” genes that influence the Jerboa’s ability to thrive in the desert.

## Results and discussion

### Experimental design

Wild caught Jerboas were split into three experimental groups: control (free access to water), dehydration (water restriction), and rehydration (water restriction followed by free water access). At the end of the experimental period, serological samples were taken for blood analyte measures. Whole kidneys were collected for transcriptome determination by RNA sequencing (RNAseq) analysis. Network analysis of transcriptomic data were used to identify gene networks and hub genes. Summarized in Figure 1A.

**Figure 1:**
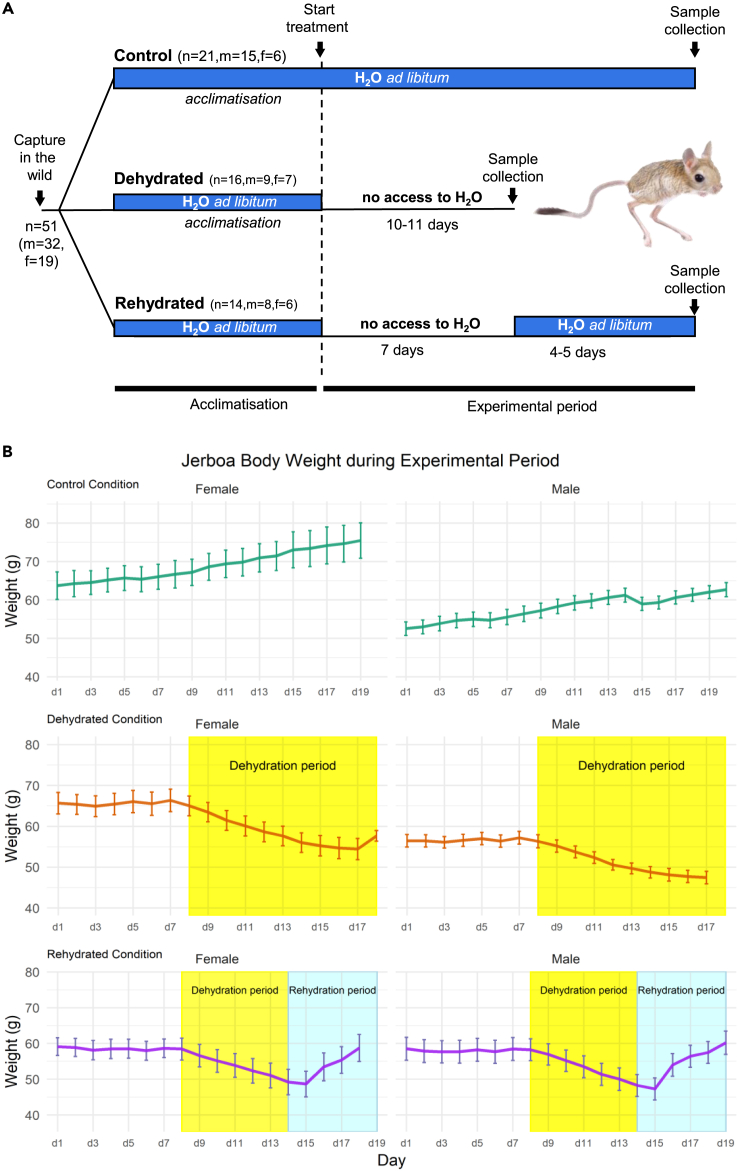
Experimental design and blood analytes in the Jerboa (A) Wild caught Jerboa were split into three experimental groups: Control (free access to water), dehydration (water restriction for 10/11 days), or rehydration (water restriction followed by free water access). An acclimatization period was used to control for any differences between animals diet and water access in the wild. (B) Total body weight (in grams) of Jerboas throughout the experimental period and error bars representing SEM. Male and female animals are separated onto different plots due to the significant influence of sex on body weight. Days during the water restriction period are highlighted in yellow. Days during the rehydration period are highlighted in blue.

### Physiological markers of hydration

A general linear model (GLM) was used to estimate the effect of the experimental conditions on physiological markers while incorporating possible confounding variables (sex, lipemia, hemolysis). Each model was reduced based on Akaike information criterion with the final model reported as formula, adjusted R^2^, test statistic (degrees of freedom), and significance value. Weighted mean differences (±SE) are reported for dehydration and rehydration conditions compared to control (and female animals where relevant). A full description of models can be found in Table S1.

#### Weight

Weight loss is a classical consequential marker of water loss due to dehydration.^16^ To investigate how weight changes in Jerboas responding to dehydration and rehydration, weight was recorded daily throughout the experimental period (Figure 1B). To ensure there was no bias within the condition groups, a GLM with condition (experimental group) and sex as independent variables was performed using the caught weight as the dependent variable. It showed that the only significant influence on the body weight of Jerboas when caught (∼Condition+Sex, 0.17, F[47] = 4.36,p = 0.01) was sex with male Jerboas weighing less than female Jerboas (−8.89 ± 2.82, T[38] = -3.154, p = 0.003). A reduced GLM (∼Condition+Sex, 0.46, F[47] = 15.29,p=< 0.001) with dissection weight as the dependent variable showed both dehydration (−17.19 ± 2.58, T[47] = -6.65, P=< 0.001) and rehydration (−8.04 ± 2.661, T[47] = -3.022, p = 0.004) groups had significantly reduced weight compared to controls (Table 1).

**Table 1:** Summary of analyte means (with SEM)

	n	Range	Control	Dehydration	Rehydration
Caught_Weight	51	29,70	54.1 (1.89)	57.4 (2.14)	54.66 (2.774)
Weight_7DayDehydration	45	38,82	63.0 (2.51)	52.4 (1.64)∗∗∗	48.65 (2.225)∗∗∗
dissection.weight	51	40,84	66.8 (1.83)	50.8 (1.68)∗∗∗	59.58 (2.390)∗∗
Sodium	44	128,159	142.9 (0.75)	146.7 (1.29)∗∗	137.36 (1.216)∗
RBC	41	6.4,16	12.4 (0.40)	14.2 (0.19)∗∗	12.43 (0.270)
HGB	41	7.7,25	17.3 (0.59)	20.6 (1.17).	18.20 (0.380)
HCT.	41	11,54	41.8 (1.45)	47.2 (1.58)	38.73 (2.281)∗
Calculated_Osmolality	44	273,374	304.2 (1.38)	315.2 (4.98)∗	295.07 (3.240)

Signif. codes: 0 ‘∗∗∗***’ 0.001 ’∗∗****’ 0.01 ’∗*’ 0.05 ‘.’ 0.1

Summary of selected analytes of interest including number of animals included (n), range of measurements, and the mean value from each condition group (with SEM in brackets). Significance markers are from general linear models for each analyte (full model information can be found in Table S1) as this analysis can control for external variables such as sex. Caught weight, 7 days dehydration weight, and dissection weight measured in grams. Sodium mmol/l. RBC Red Blood Cell Count (10ˆ12/L). HGB Hemoglobin (g/dL). HCT. Hematocrit (%). Calculated Osmolality (mOsm/kg).

#### Blood analytes and hematology

Table 1 shows the means (and SEM) of selected analytes in each condition group. The results of GLM analysis for each analyte are presented here and significance results are included within Table 1. Full details of all GLMs can be found in Table S1. Sodium (∼Condition+Lipemia+Hemolysis,0.57,F(33) = 13.38,p < 0.001) increased after dehydration (4.15 ± 1.41, T(33) = 2.95, p = 0.006) and decreased after rehydration (−3.54 ± 1.62, T[33] = −2.184, p = 0.036). However, hemolysis (p = 0.034) and to lesser extent lipemia (p = 0.066) both had a negative influence on sodium. Calculated osmolality (∼Condition+Hemolysis,0.29,F[34] = 6.14,p = 0.002) incorporates sodium, glucose, and urea nitrogen and was increased after dehydration (11.66 ± 5.00, T[34] = 2.331, p = 0.026) but not rehydration (−7.47 ± 5.34, T[34] = −1.40, p = 0.171) compared to control. Modeling showed red blood cell count (∼Condition+Sex+Lipemia,0.26,F[29] = 3.947,p = 0.011) increased after dehydration (1.71 ± 0.5,T[29] = 3.414,p = 0.002) then recovered after rehydration (−0.16 ± 0.37,T[29] = -0.421,p = 0.677) compared to control. Alongside this, Hematocrit % (∼Condition+Sex+Lipemia,0.2,F[29] = 2.992,p = 0.035) trended upward non-significantly following dehydration (4.68 ± 3.21,T[29] = 1.457,p = 0.156) and was significantly reduced after rehydration (−5.14 ± 2.37,T[29] = -2.166,p = 0.039) compared to control. Both red blood cell count and hematocrit % are inversely proportional to the water content in the blood.

Markers of note that were not influenced by condition included creatinine, urea nitrogen, glucose, potassium, and total protein. (Table S1).

Blood sodium concentration is a commonly used biomarker for hydration. In Jerboas, we saw an increase in sodium concentration following dehydration and a decrease significantly below control following rehydration, as has also been observed in other desert rodents^17^ and is a typical response often reflecting a loss of extracellular water causing an increase in solute concentration. Further to this, a significant increase in red blood cell count and calculated osmolality during dehydration suggests a reduction in plasma water content. These changes then recover after rehydration, and in the cases of hematocrit % and sodium, levels are significantly less than control. These responses are canonical in a variety of mammals, with dehydration induced increase in sodium and plasma osmolality recorded in chickens,^18^ camels,^19^ horses,^20^ and dogs.^21^ A study with a similar dehydration time in another desert rodent, the Kangaroo Rat (*Dipodomys*), also described a significant decrease in body weight and an increase in plasma sodium.^22^

Not all analytes are as predictable in response to dehydration. Creatinine is often used as a surrogate marker for kidney function as a rise in creatinine is associated with a fall in glomerular filtration rate, which has been observed in dehydration in mammals.^19^^,^^20^^,^^23^ In this study, creatinine did not significantly change with dehydration (or rehydration). This mirrors the results in the cactus mouse^17^ where the same measurement technology was used for a comparison of dehydrated and euhydrated animals. The difference in responses between xeric and mesic animals may suggest special protective mechanisms for kidney function in the former animals that routinely face osmotic stress.

The physiological markers presented here confirm the experimental design is appropriate to illicit the osmoregulatory response in Jerboas. The results also confirm that canonical responses are present across diverse habitats.

#### Transcriptome dynamics

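The count table of the authors holds featureCounts gene counts for whole kidney RNA from male Jerboas. It gives 24433 genes of the JacJac1.0 assembly, and 13 of its animals were used: 4 controls with free access to water, 4 after dehydration and 5 after rehydration. The Animals section of the paper gives 10 days of water restriction for the dehydrated males and, for the rehydrated males, 7 days followed by 4 to 5 days with water. The sample labels give 11 days, and 7 days followed by 3 days. Each animal is 1 replicate, and between 14071802 and 22949762 counts were assigned per animal. The depth was lower after rehydration (median 17494755 counts) than after dehydration (19201529) and in controls (21420737), and 3 counts in an animal correspond to 0.131 to 0.213 CPM. Counts were scaled by TMM, genes with a mean count of at least 8 were kept, and the 3 groups were compared in a single fit with edgeR's quasi-likelihood test. The p-values were adjusted by the method of Benjamini and Hochberg over all detected genes and called at 0.01, the threshold of the paper.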

Using RNAseq, we investigated how the Jerboa’s kidney transcriptome behaves when water is restricted and how it recovers when water becomes available again. The complete transcriptome datasets are presented in Table S2, have been banked for access (GSE225470), and can be visualized using the publicly available web application (https://app-shiny.services.bris.ac.uk/JerboaKidneyGeneSearch/).

A total of 961 (6.4% of detected genes) differentially expressed genes (DEGs, padj < 0.01) were regulated in response to dehydration and 5445 DEGs (36.2% of detected genes) were regulated after rehydration in the Jerboa kidney compared to controls (Figure 2A). 

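After dehydration compared to control, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 72 DEGs (0.478% of detected genes), 47 of them higher and 25 lower. After rehydration compared to control it gave 4331 DEGs (28.8%), of which 1887 were higher and 2444 lower. An unadjusted p-value under 0.05 was reached by 3653 genes after dehydration and by 7723 genes after rehydration. DESeq2's Wald test, the test used in the paper, gave 949 DEGs after dehydration (417 higher, 532 lower) and 5439 after rehydration (2545 higher, 2894 lower). All 72 genes were among the 949, and all of the 949 changed in the same direction in edgeR with an unadjusted p-value under 0.05. The labels number the animals within each group, and the deviations from the group means of same-numbered animals had a mean correlation of 0.119 over 5 pairs, so the fit was repeated with the animal number as a block. It then called 0 genes after dehydration (3110 at an unadjusted p-value under 0.05) and 987 after rehydration. The block takes up most of the 10 residual degrees of freedom of the main fit. DHM05, RHM07 and RHM08 share their number with no other animal and add nothing to the comparisons under the block. Fewer calls under the block can therefore come from lower power.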

When comparing the dehydration group to the rehydration group, 2767 DEGs (18.4% of detected genes) were found. It is noteworthy that the number of DEGs in rehydration compared to control was 5.7 times greater than the number of DEGs in dehydration compared to control. This suggests the Jerboa kidney’s transcriptomic adaptations are more active when the perhaps uncommon opportunity to drink arises.

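In the same fit, rehydration compared to dehydration gave 1233 DEGs (8.19% of detected genes, adjusted by Benjamini-Hochberg after edgeR's quasi-likelihood test), with 404 higher and 829 lower. DESeq2's Wald test gave 2769, with 1232 higher and 1537 lower. The excess of lower genes was smaller when an offset for gene length was added, with 537 higher and 610 lower. These groups share a single animal number (correlation 0.0620), and with the animal number as a block 0 genes were called, against 2823 at an unadjusted p-value under 0.05.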

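The number of DEGs was 60.2 times greater in rehydration than in dehydration with edgeR and 5.73 times greater with DESeq2. When each animal was left out in turn, edgeR gave between 1 and 235 DEGs for dehydration and between 3334 and 4547 for rehydration. With a block for the animal number in edgeR, no gene was called after dehydration and no ratio could be formed, and the control and rehydration animals of the same number had a mean correlation of 0.248 over 2 pairs. From the larger count after rehydration the paper proposes that the kidney responds most strongly at the time when water can be drunk again.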

**Figure 2:**
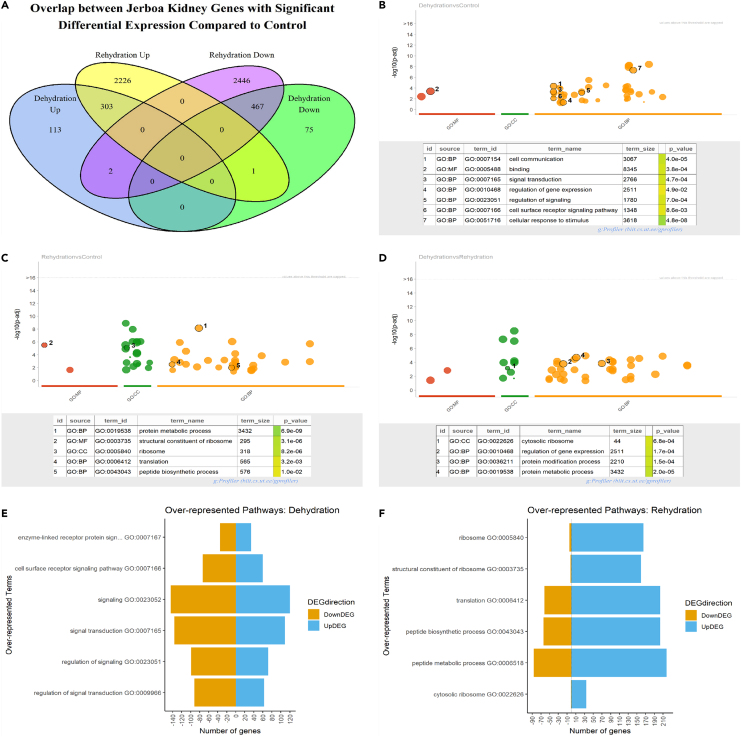
Transcriptomic analysis of the Jerboa kidney (A) Venn diagram showing the number of DEGs (padj < 0.01) and their direction of regulation compared to control. (B–D) GSEA analysis for DEGs regulation after dehydration compared to control, rehydration compared to control, and rehydration compared to dehydration respectively. Selected terms of interest are highlighted in the table below the Manhattan plot. (E and F) Plots of selected over-represented GO terms highlighted by GSEA after dehydration (E) and rehydration (F) in comparison to control. The count of genes downregulated is shown in orange on the left of the plot. The count of upregulated genes is shown in blue on the right of the plot.

Many genes were regulated in specific conditions only. 113 DEGs were upregulated in dehydration only compared to control. 75 DEGs were downregulated only in dehydration compared to control. 

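In edgeR 11 genes were called higher in dehydration and not called in rehydration compared to control, against 110 with DESeq2. Only SMAD7 (ENSJJAG00000017342, scaffold JH725456.1 from 9932378 to 9959671, JacJac1.0) was called lower in dehydration alone, against 76 genes with DESeq2. Its log2 fold change was −0.68 (standard error 0.11, adjusted p = 0.00965 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 25.2 ± 3.63 CPM in controls (SD, n = 4) to 15.7 ± 0.593 CPM (SD, n = 4), and it was lower in every dehydrated animal than in any control. In edgeR with the animal number as a block, the log2 fold change was −0.59 (adjusted p = 0.0966; mean correlation of same-numbered control and dehydration animals 0.0190 over 2 pairs). SMAD7 was called in 7 of 20 alternative fits. With each animal left out in turn, 0 to 22 genes were higher and 0 to 13 lower in dehydration alone.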

DEGs specific to rehydration were even more abundant. 2226 DEGs were upregulated in rehydration only compared to control. 

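The edgeR fit called 1851 genes higher and 2420 lower in rehydration compared to control without calling them in dehydration, and DESeq2 called 2239 higher and 2437 lower. Of the edgeR genes called in rehydration alone, 1070 were also called in rehydration compared to dehydration. When edgeR took the animal number as a block, 223 genes were higher and 764 lower.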

2446 DEGs were downregulated in rehydration only compared to control. There was some directional overlap between DEGs regulated in dehydration and rehydration. 303 DEGs were upregulated in dehydration and rehydration compared to control. Of these, 51 were significantly upregulated in rehydration compared to dehydration. 467 DEGs were downregulated in dehydration and rehydration compared to control. 

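The overlap of the edgeR calls was 60 genes, of which 36 were higher and 24 lower in both dehydration and rehydration compared to control. No gene was called in opposite directions, whereas DESeq2 called 305 genes higher in both, 455 lower in both and 3 in opposite directions. Of the 24 lower genes, 9 were lower again in rehydration compared to dehydration (202 with DESeq2). Of the 36 higher genes only ENSJJAG00000001702 was higher again (56 genes with DESeq2). It is named here after its values were seen, with log2 fold changes of 0.58 in dehydration and 0.99 in rehydration compared to control. The overlap held 0 genes with the animal number as a block.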

Of these, 210 were significantly downregulated in rehydration compared to dehydration (Figure 2A).

### Gene Ontology

To investigate possible functional implications of identified DEGs in the Jerboa kidney, gprofiler2^24^ was used for Over Representation Analysis (ORA). There were 43, 46, and 50 over represented terms (< 0.05 padj) in the GO:MF, GO:CC, and GO:BP categories relating to the DEGs that were regulated in response to dehydration vs. control, rehydration vs. control, and rehydration vs. dehydration, respectively.

Terms enriched in DEGs in the dehydration vs. control comparison cell communication (GO:0007154, padj = 4.0e-05), regulation of signaling (GO:0023051, padj = 7.0e-04), and regulation of gene expression (GO:0010468) (Figure 2B). Enriched terms from DEGs in the rehydration vs. control comparison included translation (GO:0006412, padj = 3.2e-03) and peptide biosynthetic process (GO:0043043, padj = 1.0e-02) (Figure 2C). The rehydration vs. dehydration comparison DEGs were enriched for GO terms overlapping those found in the other comparisons such as regulation of gene expression (GO:0010468, padj = 1.7e-04) and protein metabolic process (GO:0019538, padj = 1.98e-05) (Figure 2D).

The directionality of genes within some of the enriched terms was explored further. Figure 2E shows the number of gene transcripts encoding proteins involved in signaling that were either up or down regulated in dehydration compared to control, showing a slight tendency for genes to be downregulated. There was a more pronounced trend in genes included in GO terms linked to translation to be upregulated after rehydration compared to control (Figure 2F). This suggests that changes in cellular output might be regulated at the level of translation following dehydration.

### Network analysis

We identified a daunting number of osmotically regulated DEGs in the Jerboa kidney. Our initial analysis involved only genes that were below an arbitrary significance threshold (0.01 padj) and were restricted to pairwise comparisons between condition groups. To highlight specific genes, pathways, and networks that may be physiologically influential, we sought to categorize the data in an unbiased, data driven manner relative to physiological dynamics. We explored network tools that are based on the correlation of gene expression throughout the three experimental conditions and used a soft threshold to include as many relevant genes as possible. WGCNA is a tool that clusters genes together into modules (arbitrarily assigned colors) based on the correlation of their expression across all samples. These modules (represented by an eigengene) can then be linked to traits of interest (Figure 3A) with strong positive correlation to traits shown in red and strong negative correlations shown in blue. Four modules were constructed by WGCNA (Figure S1). This is fewer than other studies using WGCNA and is likely because of the experimental conditions being a very strong driver of expression as seen by the number of genes differentially expressed.

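A signed network was built from the variance stabilized expression of 10545 genes with biweight midcorrelation and a soft power of 8, and genes left over by the tree were placed in the module of the nearest eigengene. It held 4 modules, named after the paper's colors by the genes that the paper prints for their terms or, for the “green” module, by the module of AQP2. They held 4780 (“blue”), 4971 (“turquoise”), 475 (“brown”) and 319 (“green”) genes. Of the printed genes in the network, 101 of 103 “blue”, 174 of 180 “turquoise” and 221 of 254 “brown” genes fell in the module of that name. The module of AQP2 was the least stable: with a power of 6 it was the “turquoise” module, with a minimum size of 100 genes the “blue” module, and its size ranged from 167 to 5125 genes when each animal was left out in turn.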

**Figure 3:**
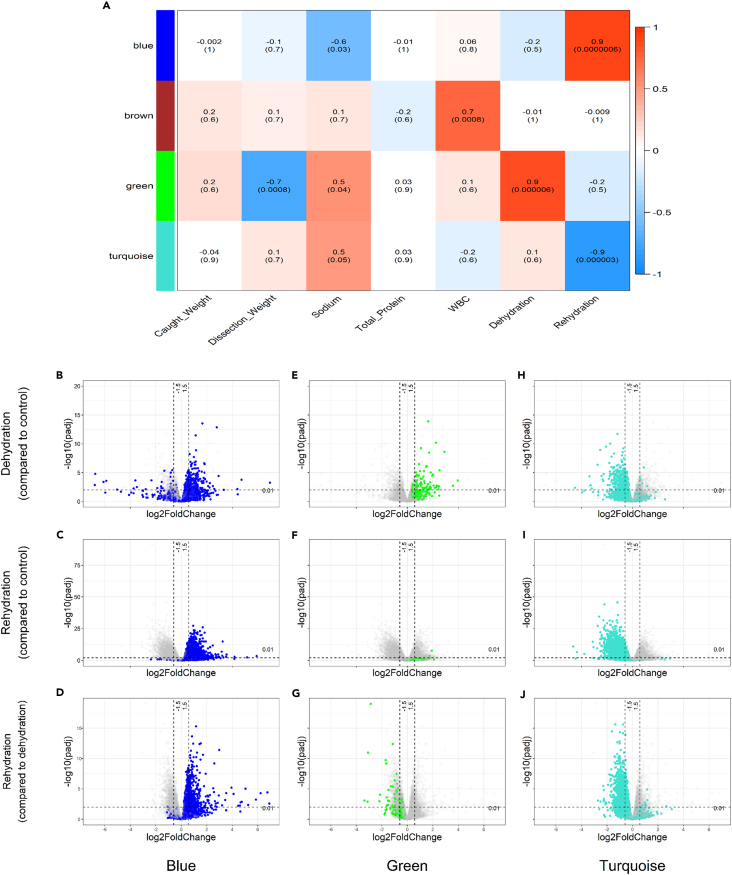
WGCNA modules and their relationship with external traits (A–J) Modules identified by WGCNA (y axis) and their correlations with data from selected traits. Correlations estimated by bicor with significance values in brackets below. Positive correlation is represented by red shading while negative correlation is represented by blue shading. Caught Weight and Total Protein were not influenced by the experimental conditions and so act as negative controls, showing that the design of the experiment is driving the expression of genes within modules. Volcano plots show the expression patterns for the “blue” (B–D), “blue” (E–G), “green” (H–J), and “turquoise” (L and M) modules after dehydration (B, E, H, and K) and rehydration (C, F, I, and L) compared to control and rehydration compared to dehydration (D, G, J, and M). Each data point represents a gene. Genes not in the module are gray. Dotted lines represent padj 0.01 horizontally and 1.5-fold change vertically. WBC, white blood cell count.

#### “Blue” module

The “blue” module consisted of 4730 genes. 

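Over the 13 animals the “blue” eigengene was −0.317 ± 0.0196 in controls (SD, n = 4), −0.0845 ± 0.0244 after dehydration (SD, n = 4) and 0.321 ± 0.112 after rehydration (SD, n = 5). Every rehydrated animal lay above every other animal, and the rehydration group differed from the others by 0.522 (exact permutation test, two-sided, p = 0.000777, the lowest that 1287 groupings allow). After Benjamini-Hochberg adjustment over the 12 tests of modules and groups the p-value was 0.00466.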

The “blue” module eigengene was positively correlated with the rehydration condition (bicor 0.9, p=< 0.001) and negatively correlated with sodium (bicor −0.6, p = 0.03) (Figure 3A). Enriched GO terms for the “blue” module included ribosome (GO:0005840, padj = 1.787e-28), translation (GO:0006412, padj = 1.227e-06), and structural constituent of ribosome (GO:0003735, padj = 4.983e-29). 

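Ribosome terms of the “blue” module are printed in the supplement with 41 genes. As a set they had a median log2 fold change of 0.11 in dehydration and 0.54 in rehydration compared to control and of 0.39 in rehydration compared to dehydration. The camera test, which allows for correlation between the genes, gave p = 0.418, 0.0782 and 0.0638 in these comparisons over the fit of all animals (n = 13; 0.418, 0.117 and 0.117 after Benjamini-Hochberg adjustment over the 3 tests). Without CM01 and RHM01 (n = 11) the median was 0.43 in rehydration compared to control with p = 0.0429, and p was 0.0296 without RHM01 alone and 0.122 without CM01 alone (n = 12 each). For the fit with the animal number as a block (n = 13) the medians were 0.26, 0.61 and 0.34 with p = 0.272, 0.150 and 0.183. The list comes from a module built on these same animals, so its shift is not independent of the module.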

The similarity with terms found in the DEG list after rehydration reflects the upregulation of many genes in the “blue” module after rehydration. In the “blue” module, 6.9% (n = 328) of genes were DEGs after dehydration and 43.8% (n = 2071) were DEGs after rehydration compared to controls with all genes upregulated after rehydration (Figures 3B–3D).

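In the edgeR calls, 31 “blue” genes (0.649%) changed after dehydration. After rehydration 1530 genes (32.0%) changed and all of them were higher, and 345 were higher in rehydration compared to dehydration (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called 328 “blue” genes after dehydration (287 higher, 41 lower) and 1967 after rehydration (41.2%).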

Many of the genes linked to the translation GO term encode ribosomal proteins, which are conserved across species.^25^ Of the 82 RPL/RPS (ribosomal protein large/small families) genes included in the WGCNA, 85.4% of them were in the “blue” module. Mitochondrial RPs continued this trend with 90.7% of the 43 detectable genes part of the “blue” module. Translation was also a focus of GO terms that were upregulated during rehydration. The altered expression of these ribosomal genes is currently an area of intense interest; heterogeneous ribosomes can preferentially translate specific mRNAs.^26^ Thus, these genes may drive recovery from the stresses of water restriction by directing the expression of required proteins.

#### “Green” module

Sodium had a positive correlation with the “green” (bicor 0.5, p = 0.04) module eigengene (Figure 3A) and a strong negative correlation with dissection weight (bicor −0.7, p = 0.0008). The “green” module was enriched for a single term: extracellular region (GO:0005576, padj = 2.664e-03). The “green” module contained 25.4% (n = 87) DEGs, all of which were upregulated after dehydration, and 3.2% DEGs after rehydration which were all upregulated. 

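Of the 319 genes in the module of AQP2, edgeR called 13 after dehydration, all of them higher, and DESeq2 called 89, all of them higher. In rehydration compared to dehydration 27 genes (8.46%) were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 47 (14.7%) by DESeq2, all of them lower. The eigengene was 0.373 ± 0.0370 after dehydration (SD, n = 4) against −0.276 ± 0.0873 in controls (SD, n = 4) and −0.0774 ± 0.142 after rehydration (SD, n = 5). All 4 dehydrated animals lay above all other animals, by a difference of 0.539 (exact permutation test, two-sided, p = 0.00140, or 0.00559 adjusted over the 12 tests). The module was picked for holding AQP2, which the paper reports as higher in dehydration on these same data. The p-value is therefore no independent test of a dehydration pattern. In the networks where AQP2 falls in a larger module the difference was smaller, 0.104 (p = 0.562 by the same permutation test) with a power of 6 and −0.118 (p = 0.513) with a minimum size of 100 genes.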

14.9% (n = 51) of “green” module genes were downregulated DEGs when comparing rehydration to dehydration (Figures 3E–3G). The “green” module contains genes that are expressed during water restriction, perhaps important to membrane transport.

#### “Turquoise” module

The “turquoise” module was made up of 4969 genes. The “turquoise” module eigengene was negatively correlated with the rehydration condition (bicor −0.9, p=< 0.001) and positively correlated with sodium (bicor 0.5, p = 0.05) (Figure 3A). 

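The eigengene of the “turquoise” module fell from 0.316 ± 0.0421 in controls (SD, n = 4) through 0.0705 ± 0.0342 after dehydration (SD, n = 4) to −0.309 ± 0.153 after rehydration (SD, n = 5). Its correlation with membership of the rehydration group was −0.882 over the 13 animals, and the group lay 0.503 under the others (exact permutation test, two-sided, p = 0.000777). Every rehydrated animal was lower than every animal of the other groups.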

The “turquoise” module was associated with the plasma membrane region (GO:0098590, padj = 3.896e-06) with enriched terms including transporter activity (GO:0005215, padj = 2.094e-03) and transmembrane transport (GO:0055085, padj = 9.002e-04) alongside chemical homeostasis (GO:0048878, padj = 4.814e-03). Many genes in the enriched terms belong to the solute carrier transporter (SLC) superfamily, which transport a wide variety of substrates: these are discussed in further detail in the following text. DEGs made up 10% (n = 496) of the “turquoise” module after dehydration and 52.6% (n = 2612) after rehydration, almost all of which were downregulated compared to control. 28.8% (1432) of “turquoise” module genes were DEGs when comparing rehydration to dehydration (Figures 3H–3J).

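With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 23 “turquoise” genes were lower after dehydration. After rehydration 2217 genes (44.6%) were called compared to control, all of them lower, and 765 were lower in rehydration compared to dehydration. DESeq2 called 461 lower after dehydration, 2540 genes after rehydration and 1385 in rehydration compared to dehydration.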

The two largest identified modules, “blue” and “turquoise”, contained many genes that were regulated in the same direction in both dehydration and rehydration compared to control suggesting a lasting response to water restriction in the Jerboa kidney. It is interesting to note that genes in these modules outnumber those in the module that showed recovery of expression to control levels after rehydration (i.e., “green”). It is possible this highlights differences between acute and chronic responses whereby genes in the “green” module, including well studied osmotically responsive genes such as AQP2 and AQP3, respond to the immediate need for water retention in the kidney. However, a longer-term transcriptomic response is more prevalent in the Jerboa, owing to their habitual lack of water.

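Across all 15064 detected genes the log2 fold changes of dehydration and rehydration, both compared to control, had a Pearson correlation of 0.607 (Spearman 0.671), although genes are not independent replicates. Both comparisons share the same controls. When each comparison used its own pair of control animals, the correlation was 0.365 on average over the 6 ways to divide them, with a range of 0.305 to 0.436, against 0.678 on average when both used the same pair and 0.623 when both used all controls. From the shared direction the paper proposes that the kidney keeps responding to water restriction after water has returned.

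**Figure D1:**
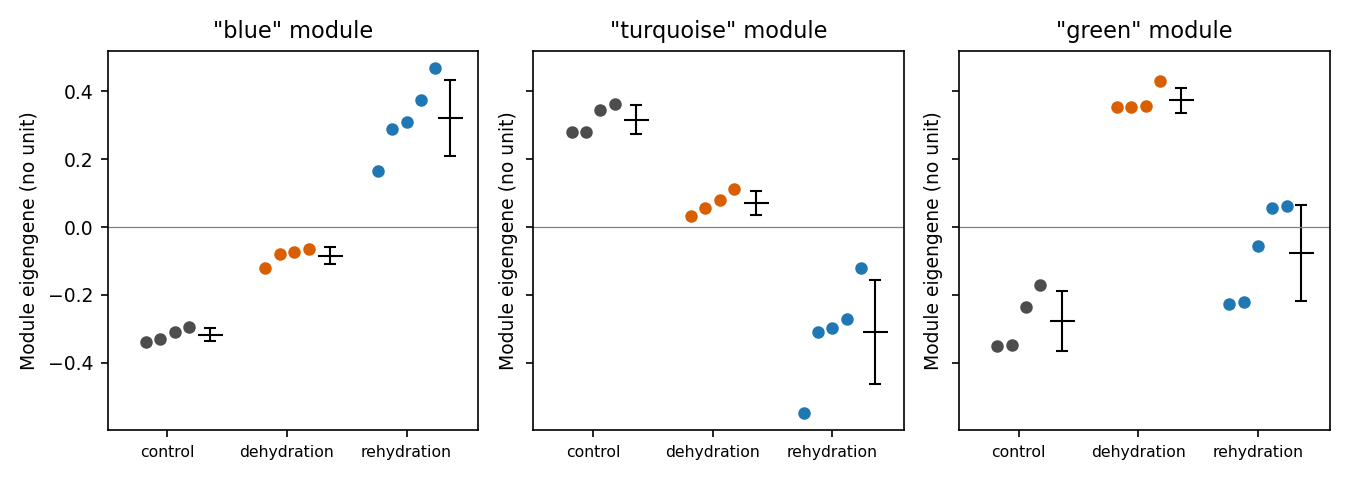
Module eigengenes by animal in the “blue”, “turquoise” and “green” modules. Each dot is 1 animal, and the bars give the mean and SD of the group. The dehydrated animals lie between the controls and the rehydrated animals in the “blue” and “turquoise” modules and above both groups in the “green” module.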

#### “Brown” module

The “brown” module eigengene did not correlate with any of the blood analytes but did positively correlate with white blood cell count (WBC, bicor 0.7, p = 0.0008). However, there were missing data for these markers that may affect the strength of these results. 

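With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of the 475 “brown” genes were called in any comparison, and DESeq2 called ENSJJAG00000023808 alone, which fell in dehydration compared to control by a log2 fold change of −4.49 in edgeR and is named here after its values were seen. The eigengene did not separate the groups (exact permutation test, two-sided, p = 0.947 for control, 0.727 for dehydration and 0.746 for rehydration).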

Despite containing only a single DEG, the “brown” module was enriched for many immune related terms (Figure S1). A heatmap showing the expression of genes within the “brown” module highlighted samples CM01 and RHM01 as drivers of variance in this module, and a higher expression of inflammatory related genes in these two samples (Figure S1), suggesting that these individual wild-caught animals may have been carrying some unidentified pathology. 

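A score was formed from the 254 genes printed for the immune terms of the “brown” module, as the mean over genes of their standardized expression. It was 1.54 in CM01 and 1.80 in RHM01, 0.474 in DHM03 and between −0.713 and −0.0380 in the 10 other animals. On log2 CPM the scores of CM01 and RHM01 were 1.50 and 1.65. The genes were chosen from this module in the same animals, so the score shows which animals carry the module and is no separate test. The paper proposes that these animals may have had a pathology.

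**Figure D2:**
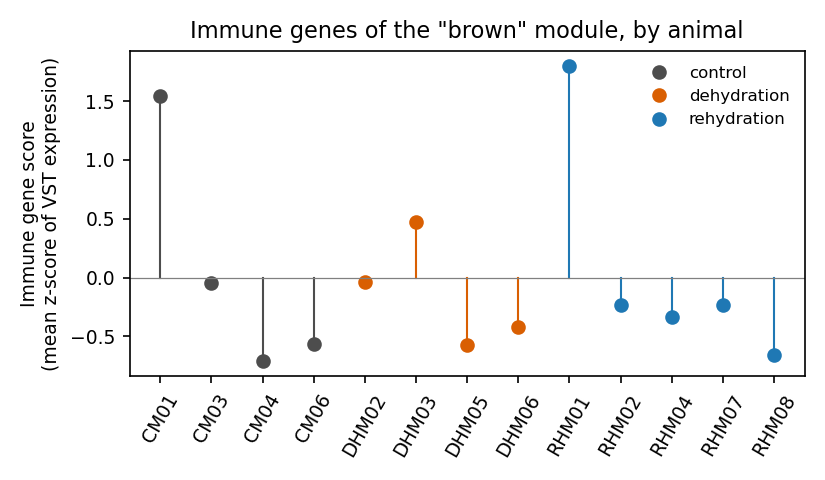
Immune gene score by animal, with groups in color. CM01 and RHM01 have scores above 1.5, DHM03 is next, and the other animals lie below zero.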

The samples highlighted were those that clustered away from their experimental groups in the sequencing data PCA plot. 

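On the second component CM01 had a score of 39.7 where the other controls had −1.76 to 1.02, and RHM01 had 29.2 where the other rehydrated animals had −11.9 to −5.73. DHM03 had 2.36 on this component.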

When there are potential confounding variables that cannot be controlled for, such is the case when using wild animals, we have demonstrated how WGCNA can be used to describe variable samples and the genes that drive their variability.

#### “Hub” genes

The identified modules were next investigated as discrete networks to find “hub” genes with high connectivity. Connectivity is a measure of neighbor genes closely correlated by expression patterns. The distribution of connectivity for genes within each module suggests the presence of a small proportion of highly connected “hub” genes (see distributions in Figure 4). Assuming genes within a module are functionally related, these “hubs” may be important central nodes in the response of each module and therefore targets for functional evaluation in the kidney. Selected “hub” genes for each module that have potential for future investigation are described.

**Figure 4:**
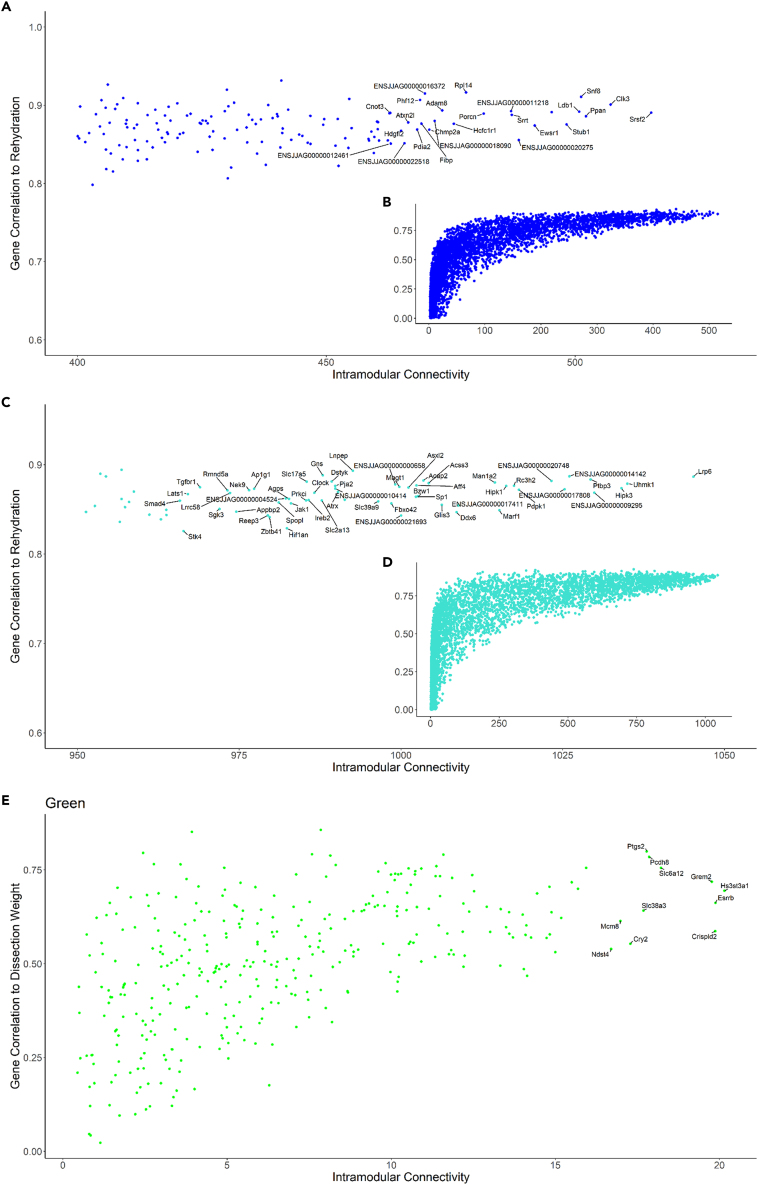
Intramodular connectivity plots for each module of interest (A) Genes in the “blue” module with high connectivity had a strong correlation to the rehydration condition. Genes with the highest connectivity are labeled. (B) The inset plot (B) shows the distribution of genes where most genes have low connectivity to other genes within the module. (C) Genes in the “turquoise” module with high connectivity had a strong correlation to the rehydration condition. Genes with the highest connectivity are labeled. (D) The inset plot (D) shows the distribution of genes within the turquoise module. (E) Genes in the “green” module with high connectivity had a strong correlation to dissection weight. Genes with the highest connectivity are labeled.

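Across genes of the main network, connectivity rose with the absolute correlation of a gene with its group, and genes are not independent replicates. Connectivity is built from correlations within the module, so such a rise is largely given where the eigengene follows the group. It is no separate test of the link with the group. The Pearson correlation was 0.865 over 4780 “blue” genes and 0.863 over 4971 “turquoise” genes with rehydration as the group, and 0.725 over 319 “green” genes with dehydration as the group. In networks where AQP2 falls in a larger module this last value changed sign. It was −0.367 with a power of 6 and −0.249 with a minimum size of 100 genes. In such networks with an animal left out it was −0.412 to −0.161. For the “brown” module and rehydration it was −0.0469.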

A positive correlation was seen between gene significance (to traits of interest specific to each module) and intramodular connectivity (Figure 4). In the “turquoise” module, a gene with one of the highest within-module connectivity values was UHMK1 (KIS/ENSJJAG00000015993). 

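By connectivity UHMK1 (scaffold JH725495.1 from 918433 to 940151, JacJac1.0) ranked 7 among the “turquoise” genes. It was lower after rehydration compared to control by a log2 fold change of −2.17 (standard error 0.25, adjusted p = 4.43e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 184 ± 20.4 CPM (SD, n = 4) to 40.7 ± 18.0 CPM (SD, n = 5), and lower in every rehydrated animal than in any control. With a block for the animal number in edgeR, the log2 fold change was −2.41 (adjusted p = 0.00556).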

UHMK1 is a kinase found to phosphorylate splicing factors (Manceau et al.^27^) and to interact with the translation initiator eEF1A.^28^ Interestingly, UHMK1 negatively affected the expression of AQP1 in mouse pituitary cells^29^ and the expression of UHMK1 and AQP1 are negatively correlated after dehydration in the Jerboa kidney. 

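After dehydration UHMK1 had 107 ± 9.53 CPM (SD, n = 4), lower than in every control, with a log2 fold change of −0.78 (standard error 0.26, adjusted p = 0.0856 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; −1.08 and 0.102 with the animal number as a block). AQP1 moved the other way, with a log2 fold change of 0.29 (standard error 0.17, adjusted p = 0.308; 0.09 and 0.776 with the block). With 4 dehydrated animals no correlation between these genes was computed.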

The list of “turquoise” genes ranked by connectivity was enriched for terms including protein kinase activity (GO:0004673, padj = 4.368e-03), protein modification process (GO:0036211, padj = 1.430e-03), and Golgi apparatus (GO:0005794, padj = 5.936e-04). There may be other targets included in the “turquoise” module worthy of investigation with regards to the protein pathways in recovery to osmotic challenge. High connectivity genes in the “blue” module involved in splicing and translational control include EWSR1 (ENSJJAG00000003308), CLK3 (ENSJJAG00000008106), SRSF2 (ENSJJAG00000013794), and LUC7L3 (ENSJJAG00000011218). 

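Of the 4780 “blue” genes SRSF2 ranked 1 by connectivity, CLK3 ranked 2, LUC7L3 ranked 11 and EWSR1 ranked 12. After rehydration compared to control their log2 fold changes were 0.85, 0.70, 0.79 and 0.60 (standard errors 0.08, 0.08, 0.08 and 0.09, adjusted p = 2.24e-05, 3.74e-05, 3.37e-05 and 0.000193 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In edgeR with the animal number as a block, they were 0.80, 0.78, 0.78 and 0.58 (adjusted p = 0.00921, 0.00698, 0.00968 and 0.0246). Each gene was higher in every rehydrated animal than in any control.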

A ranked list (by connectivity) of “blue” module genes was enriched for many GO terms relating to translation (GO:0006412, padj = 3.445e-20) such as cytosolic ribosome (GO:0022626, padj = 3.761e-17) and peptide biosynthetic process (GO:0043043, padj = 3.363e-19). This continues the theme of the “blue” module being important in translational processes. In the “green” module, genes with the high within-module connectivity included receptors (ESRRB/ENSJJAG00000007076) and channels (SLC6A12/BGT1/ENSJJAG00000018463, SLC38A3/ENSJJAG00000001766). 

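In the module of AQP2, ESRRB ranked 2 by connectivity, SLC6A12 ranked 3 and SLC38A3 ranked 6. In dehydration ESRRB rose from 40.7 ± 2.51 to 66.2 ± 11.1 CPM (SD, n = 4 each), with a log2 fold change of 0.70 (standard error 0.12, adjusted p = 0.00965 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SLC38A3 rose from 162 ± 35.3 to 468 ± 189 CPM (SD, n = 4 each), with 1.53 (standard error 0.26, adjusted p = 0.00965). Both were higher in every dehydrated animal than in any control, and with the animal number as a block the log2 fold changes were 0.53 and 1.28 (adjusted p = 0.126 and 0.0648). Each was called in only 6 of 20 alternative fits, 13 of which left out 1 animal. Of the 8 genes the paper highlights for connectivity in these modules, all ranked in the top 5% of their module, and between 5 and 8 did so when each animal was left out in turn.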

A ranked (by connectivity) list of genes in the “green” module had no enrichment of GO terms.

### Canonical pathways in the kidney

To compare the new Jerboa kidney transcriptome to canonical pathways involved in dehydration and rehydration, groups of genes with substantial previous research in model organisms are highlighted. Targets were identified in the RNAseq data then validated using qPCR and a larger sample number including female animals (Figure 5). Data shown are the relative expression between conditions generated from qPCR assays.

**Figure 5:**
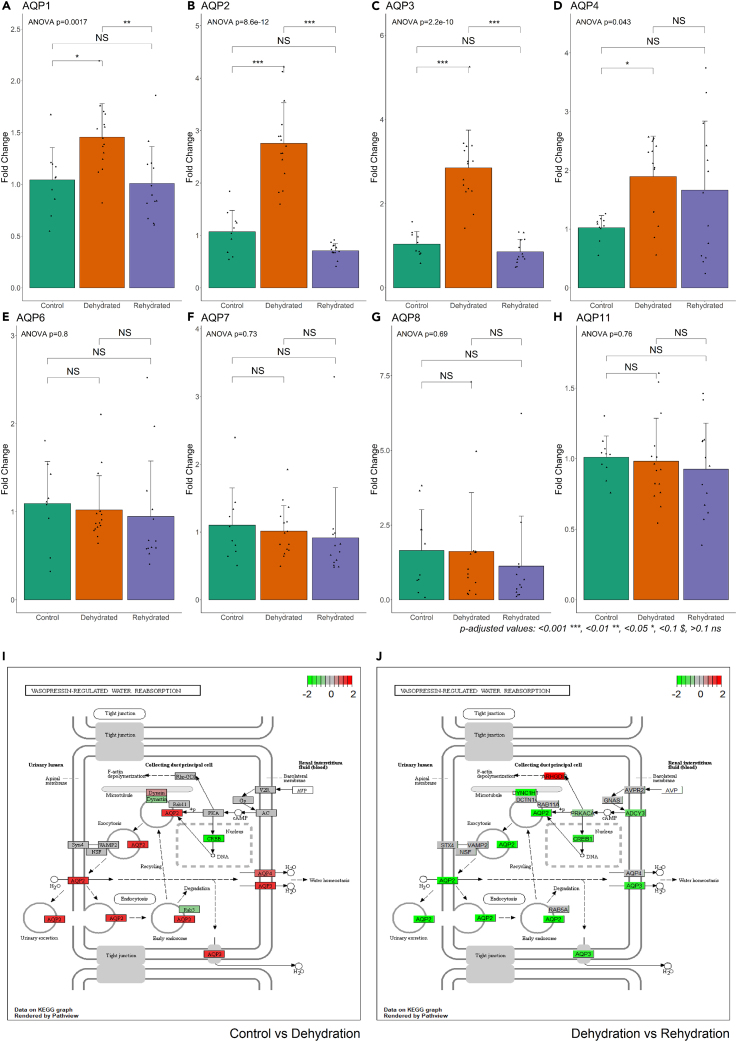
Expression of the Aquaporin gene family (A–I) RT-qPCR was used to generate data for all Jerboa samples (n = 42). Error bars represent standard deviation. Significance calculated by ANOVA followed by Tukey Honest Significant Differences for between group differences. Points represent individual samples. Male samples are shown as triangles, females samples are shown as squares. (I and J) KEGG pathway 04962 Vasopressin Regulated Water Reabsorption in dehydration compared to control (I) and rehydration compared to dehydration (J). Data for pathways are log2 fold change calculated by DESeq2 using RNAseq expression data. Human KEGG pathway was used whereby orthologue genes in human were found from Jerboa ENS IDs by the gConvert function as part of the gProfiler2 R package.

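In dehydration compared to control AQP2 (ENSJJAG00000021696, scaffold JH725438.1 from 621935 to 628080, JacJac1.0) had a log2 fold change of 1.49 (standard error 0.25), from 223 ± 35.6 to 626 ± 103 CPM (SD, n = 4 each). Its adjusted p-value was 0.0103 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is not called, and 8.25e-07 by DESeq2. AQP3 (ENSJJAG00000004334, scaffold JH725462.1 from 5715215 to 5720268) had 1.73 (standard error 0.25, adjusted p = 0.00644), from 65.7 ± 25.2 to 217 ± 50.8 CPM. When edgeR took the animal number as a block, these were 1.14 and 1.43 (adjusted p = 0.0704 and 0.0681). From dehydration to rehydration they fell by log2 fold changes of −1.72 and −1.66 (standard errors 0.24 and 0.23, adjusted p = 0.00137 for each), to 189 ± 70.3 and 68.7 ± 11.5 CPM (SD, n = 5). All 4 dehydrated animals lay above all others for both genes. Over the list of 37 tested genes named in the paper, 7 were called in dehydration with the adjustment over all genes and 15 with the adjustment over the list alone, and since the list is the paper's own on these data the second count shows no stability.

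**Figure D3:**
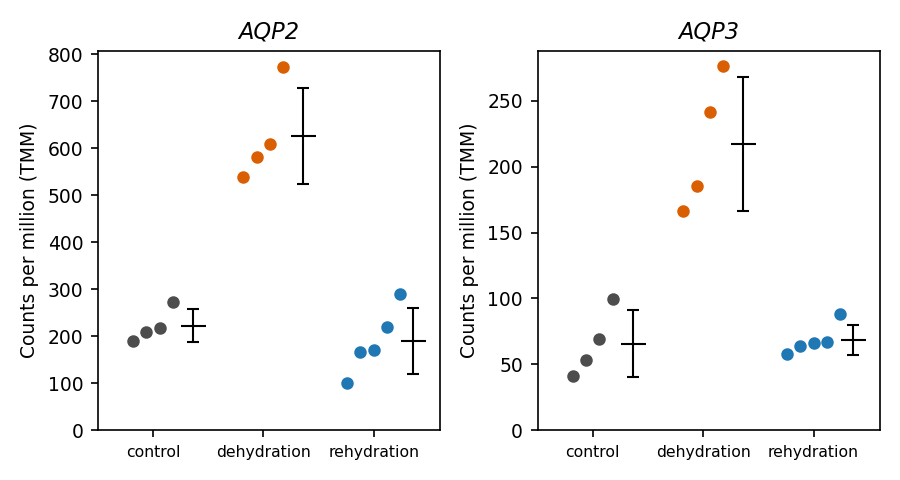
Expression of AQP2 and AQP3 in CPM by animal. Each dot is 1 animal, and the bars give the mean and SD of the group. The dehydrated animals lie above all animals of the other groups for both genes.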

### Aquaporins

Aquaporins, a family of water channels, are an integral part of the dehydration response in the mammalian kidney. The process of reabsorbing water in the collecting duct and the involvement of AQPs is shown in Figures 5J and 5K. In the Jerboa kidney, AQP1, 2, and 3 were seen to be regulated between conditions as confirmed by qPCR (Figures 5A, 5B, and 5D). AQP2 and AQP3 shared a large increase in expression during dehydration, which was recovered back to control levels in rehydration. This is akin to the response in other mammals from both xeric and mesic habitats.^30^^,^^31^ The regulation of AQP1 also followed this pattern but to a lesser extent (Figure 5A). However, there was a discrepancy between AQP1 RNAseq and qPCR where RNAseq did not reveal a significant change between control and dehydration. 

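For AQP1 (ENSJJAG00000017823, scaffold JH725445.1 from 7991327 to 8002054, JacJac1.0) the CPM were 754 ± 57.2 in controls (SD, n = 4), 925 ± 91.2 after dehydration (SD, n = 4) and 491 ± 124 after rehydration (SD, n = 5). It was lower in every rehydrated animal than in any animal of the other groups, with log2 fold changes of −0.62 compared to control and −0.91 compared to dehydration (standard errors 0.16 and 0.16, adjusted p = 0.00704 and 0.00308 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a block for the animal number in edgeR, they were −0.80 and −0.89 (adjusted p = 0.0148 and 0.151), neither of them called.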

Interestingly, AQP1 was non-significant across the three conditions in female animals (ANOVA female p = 0.11, male p = 0.0012). This may explain why the AQP1 qPCR data (including both male and female samples) did not confirm the RNAseq data and perhaps shows potential sex differences in the kidney response to dehydration in Jerboas. In rats, sex differences have been shown in renal AQP1 expression^32^ and some dehydration induced plasma markers.^33^ 

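Near the lower limit of the data, AQP4 (ENSJJAG00000010534, scaffold JH725451.1 from 27805104 to 27815034, JacJac1.0) had between 2 and 18 counts per animal. It had 0.201 ± 0.0793 CPM in controls (SD, n = 4), 0.509 ± 0.317 after dehydration (SD, n = 4) and 0.628 ± 0.212 after rehydration (SD, n = 5). The log2 fold changes were 1.32 in dehydration and 1.62 in rehydration compared to control (standard errors 0.51 and 0.48, adjusted p = 0.130 and 0.0160 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In edgeR with the animal number as a block, they were 0.69 and 1.28 (adjusted p = 0.621 and 0.212).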

AQP4 followed a similar trend with both methods but did not reach significance in the qPCR assay (Figure 5D). 

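In dehydration compared to control the log2 fold changes of AQP6, AQP7, AQP8 and AQP11 were 0.18, −0.03, 0.24 and −0.59 (standard errors 0.24, 0.24, 0.59 and 0.21, adjusted p = 0.693, 0.954, 0.839 and 0.101 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AQP11 was lower in every dehydrated animal than in any control. In rehydration compared to control they were 0.36, −0.41, −1.17 and −0.20 (adjusted p = 0.217, 0.162, 0.117 and 0.444). When edgeR took the animal number as a block, the dehydration values of AQP6, AQP7 and AQP8 changed sign, to −0.16, 0.11 and −0.44 (adjusted p = 0.752, 0.882 and 0.641), and AQP11 had −0.74 (adjusted p = 0.0805). Not being called is not evidence of no change with groups of 4 and 5 animals.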

AQP6, 7, 8, and 11 did not change between conditions.

Expression of AQP1, 2, and 3 showed positive correlation (bicor 0.79, 0.75, 0.58, respectively) with plasma sodium at an adjusted significance of (p = ) 0.01, 0.02, and 0.09, respectively. 

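Within the network AQP2 and AQP3 fell in the same module, where they ranked 44 and 64 by connectivity. AQP3 ranked 28 among the 10544 other genes by adjacency to AQP2 (adjacency 0.485), and AQP2 ranked 11 by adjacency to AQP3.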

Both AQP2 and AQP3 were part of the “green” module (which was positively correlated with sodium and calculated osmolality) and were strongly correlated with each other. Under the assumption that strongly correlated genes are functionally similar and are part of the “green” module that appears driven by osmotic pressures, other genes with strong expression correlations with these aquaporins may be similarly influential in the kidney.

The closest neighbor gene to both AQP2 and AQP3 in the “green” module network by weighted correlation was GREM2 (ENSJJAG00000010680), which was also one of the highlighted “hub” genes (Figure 4E). GREM2 has been shown to be a BMP (Bone morphogenic protein) antagonist.^34^ In the Jerboa kidney, an upregulation of GREM2 during dehydration appears to coincide with a downregulation of BMP and TGF-beta receptors (Figure 6, BMPR1A/ENSJJAG00000021938, BMPR2/ENSJJAG00000015151, TGFBR1/ENSJJAG00000008037). These receptors continued to be downregulated in rehydration compared to control (Figure 6). BMPR1B (ENSJJAG00000012811), TFGBR2 (ENSJJAG00000009257), and TGFBR3 (ENSJJAG00000017313) were not differentially regulated. These receptors are upstream of the highly conserved SMAD family of transcription factors.^35^ SMAD5 (ENSJJAG00000019065), 7 (ENSJJAG00000017342), and 9 (ENSJJAG00000010404) were all downregulated in dehydration with SMAD7 and 9 recovering after rehydration (Figure 6). All the BMPR and TGFBR genes were part of the turquoise module along with 5 SMAD genes (SMAD1, 3, 4, 5, 9) suggesting a longer-term expression pattern than GREM2. This pathway is also involved in other regulatory mechanisms. 

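All 6 receptor genes analysed here (BMPR1A, BMPR1B, BMPR2, TGFBR1, TGFBR2 and TGFBR3) fell in the “turquoise” module, along with SMAD5 and SMAD9. By connectivity TGFBR1 ranked 54, BMPR2 ranked 175 and SMAD5 ranked 256 of the 4971 genes, and SMAD9, with 8 to 51 counts per animal, ranked 3003. SMAD1, SMAD3 and SMAD4 were not analysed here.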

For instance, GREM2 overexpression increases phosphorylation of SMAD 2/3 and decreases phosphorylation of SMAD 1/5/8 in podocytes (Wen et al., 2019). Many BMP antagonists have been linked to kidney disease states.^36^ In fact, GREM2 overexpression increases apoptosis in cultured human podocytes.^37^

**Figure 6:**
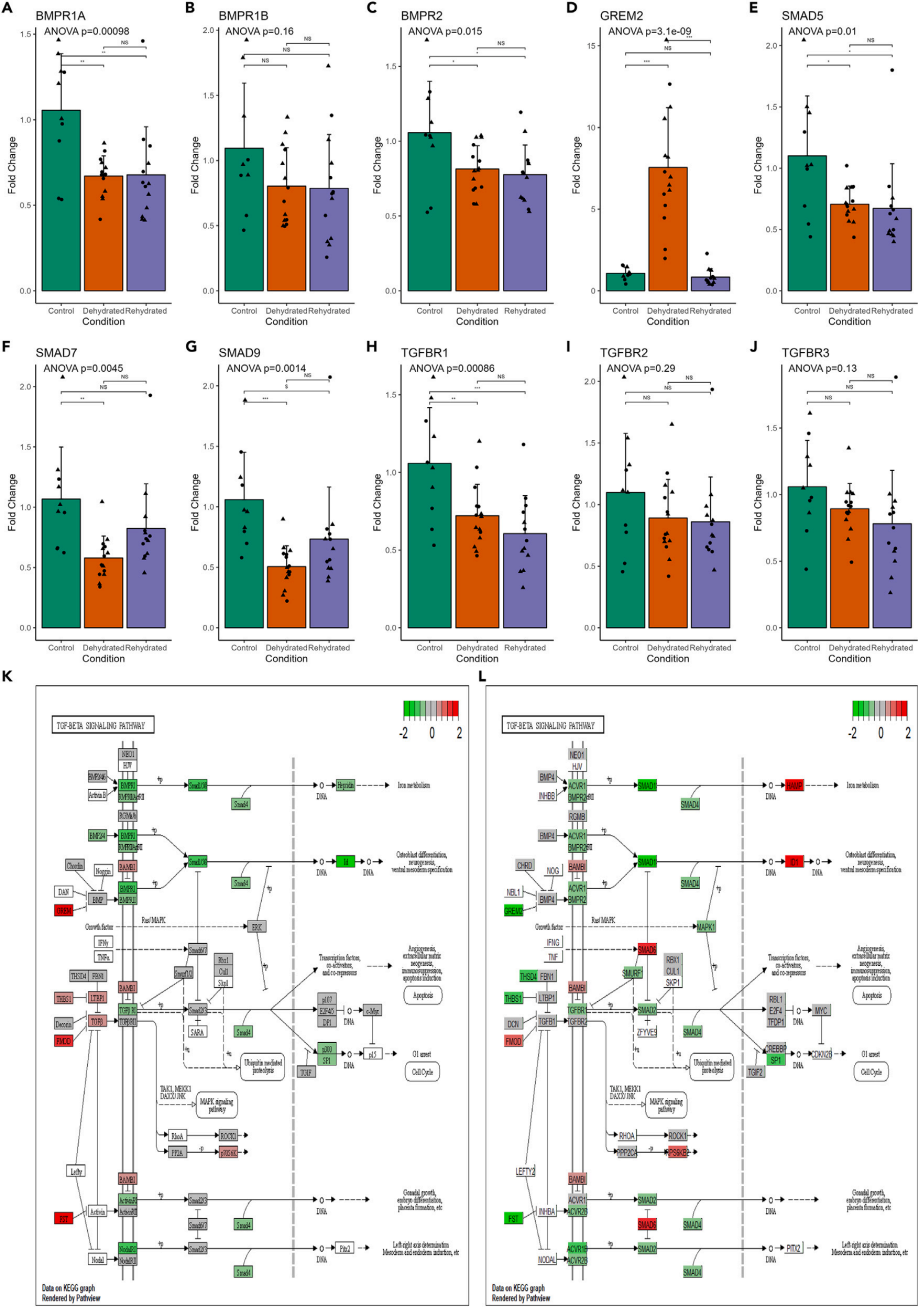
Expression of selected genes downstream of the BMP antagonist GREM2 (A–J) RT-qPCR was used to generate data for all Jerboa samples (n = 42). Error bars represent standard deviation. Significance calculated by ANOVA followed by Tukey Honest Significant Differences for between group differences. (K and L) KEGG pathway 04350 TGF-beta signaling pathway in dehydration compared to control (K) and rehydration compared to dehydration (L). Data for pathways are log2 fold change calculated by DESeq2 using RNAseq expression data. Human KEGG pathway was used whereby orthologue genes in human were found from Jerboa ENS IDs by the gConvert function as part of the gProfiler2 R package.

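In rehydration compared to control the log2 fold changes were −0.73 for BMPR1A, −1.25 for BMPR2, −1.51 for TGFBR1, −0.59 for TGFBR2, −0.96 for TGFBR3 and −1.82 for SMAD5 (standard errors 0.11, 0.12, 0.18, 0.09, 0.20 and 0.18, adjusted p = 0.000240, 2.46e-05, 4.81e-05, 0.000281, 0.00225 and 2.39e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BMPR1B had −0.79 (standard error 0.23, adjusted p = 0.0138; 0.00453 by DESeq2). Each of these genes was lower in every rehydrated animal than in any control. With a block for the animal number in edgeR, BMPR1A, BMPR1B and TGFBR3 were not called (adjusted p = 0.0105, 0.0261 and 0.0104), and the other genes were. In dehydration compared to control none of the receptor genes was called by edgeR. The largest of these changes was −0.61 for BMPR2 (standard error 0.13, adjusted p = 0.0213; −0.70 and 0.0839 with the block), which DESeq2 called (adjusted p = 0.000269).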

In a desert dwelling animal such as the Jerboa, this must be important to avoid so it is surprising to see such a stark upregulation of GREM2 during dehydration. In the cactus mouse, GREM2 was also upregulated during water restriction although not significantly after multiple testing correction.^38^

We further investigated the expression of other BMP antagonists in the Jerboa kidney RNAseq data. USAG1 (SOSTDC1/ENSJJAG00000010091) and Follistatin (FST/ENSJJAG00000014889) followed a similar expression pattern to GREM2. 

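In dehydration compared to control FST rose from 10.7 ± 4.02 to 51.6 ± 14.4 CPM (SD, n = 4 each), a log2 fold change of 2.27 (standard error 0.31, adjusted p = 0.00559 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 2.34 and 0.0622 with the animal number as a block), and it was higher in every dehydrated animal than in any other animal. From dehydration to rehydration it fell by −2.90 (standard error 0.29, adjusted p = 0.000681; −3.42 and 0.144 with the block). SOSTDC1 had 20.3 ± 8.98, 26.8 ± 8.40 and 19.3 ± 3.97 CPM in control, dehydration and rehydration (SD, n = 4, 4 and 5). Its log2 fold changes were 0.40 in dehydration compared to control and −0.47 in rehydration compared to dehydration (standard errors 0.28 and 0.26, adjusted p = 0.404 and 0.212; 0.07 and −0.16 with the block, adjusted p = 0.930 and 0.844).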

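NBL1 (ENSJJAG00000019434, scaffold JH725459.1 from 15020343 to 15022666, JacJac1.0) rose from 6.03 ± 1.02 to 20.6 ± 12.7 CPM in dehydration (SD, n = 4 each), a log2 fold change of 1.77 (standard error 0.36, adjusted p = 0.0178 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 1.90 and 0.0964 with the animal number as a block). DESeq2 called it (adjusted p = 9.33e-05), and it was higher in every dehydrated animal than in any control. SOST, with 9 to 47 counts per animal, had a log2 fold change of −1.51 (standard error 0.44, adjusted p = 0.0595; −2.14 and 0.106 with the block) and was lower in every dehydrated animal. CER1, with 10 to 30 counts per animal, had −0.37 (standard error 0.41, adjusted p = 0.619; −0.84 and 0.436 with the block). GREM1 had a mean of 4.92 counts and at most 35 in a dehydrated animal, DAND5 had 0 counts, and neither was tested.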

Related members of the DAN family BMP antagonists include GREM1 (ENSJJAG00000013743) and DAND5 (ENSJJAG00000011222) which were not detectable in the Jerboa kidney, CER1 (ENSJJAG00000023511) which was not differentially expressed across conditions, NBL1 (ENSJJAG00000019434) which followed the pattern of GREM2, and SOST (ENSJJAG00000015417) displayed the opposite expression pattern to GREM2.

In the Jerboa kidney, BMP/TGFb signaling is inhibited during dehydration by an increase in receptor antagonist expression, and this continues even after water is made available and expression of antagonists return to control levels.

### SLC (solute carrier transporters)

SLCs are prevalent in the kidney.^39^ The need to reabsorb as much water as possible in the kidney during dehydration is intrinsically linked to the reabsorption of solutes. There were 264 genes named “SLC” detected in the Jerboa kidney, 44% (n = 133) of which were differentially regulated (padj < 0.01) in the RNAseq data (38 in dehydration, 120 in rehydration, and 25 in both). 248 SLC genes were included in the WGCNA analysis, and of these 59.7% were in the “turquoise” module.

SLC genes are expressed throughout the kidney, reflecting their diverse targets. We deconvoluted our bulk RNAseq dataset to investigate where SLC genes were expressed in the Jerboa kidney and if this aligned with the expression patterns highlighted by the WGCNA modules. A transcriptomic map along renal tubules has been published using mouse tissue.^40^ We used this spatial data to match SLC genes in the Jerboa data to specific nephron sections (Figure 7). This excludes many of the cell types included within the whole Jerboa kidney (for instance, the glomerulus and blood vessels) but strong gene signatures may still be a useful signpost for spatial expression. To test the viability of this approach, the AQP family of genes was used (Figure 7A) and a clear tissue specificity was found using the mouse dataset.

**Figure 7:**
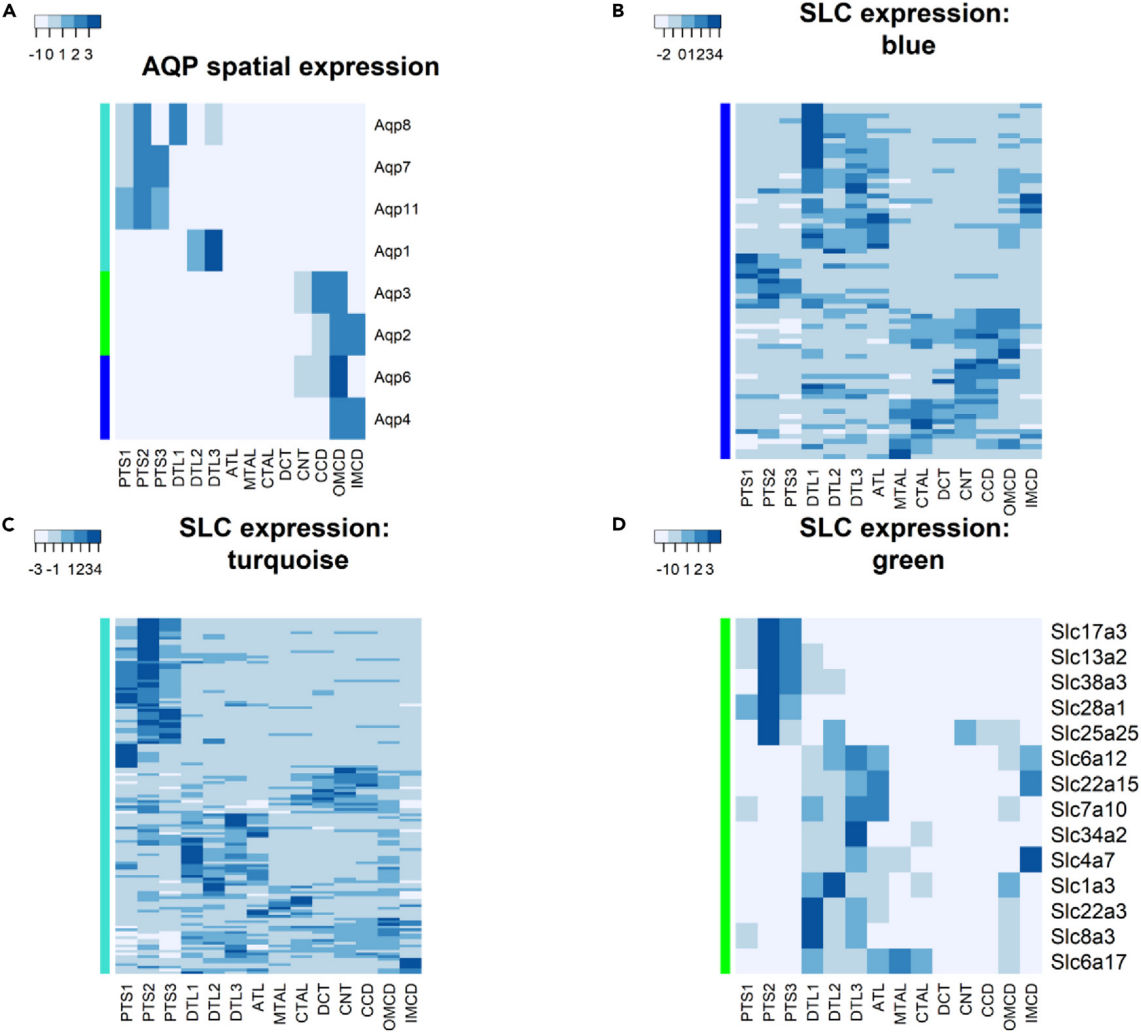
Spatial expression of genes expressing channels in the kidney Expression patterns of orthologue genes derived from the mouse by Chen et al.^40^ are combined with SLC genes specific to WGCNA modules of interest derived from the Jerboa expression data. This allows an approximation of expression of these solute channels along the nephron. (A) AQP expression is used as an example of how channels have spatial specificity in expression. (B–D) Expression of SLC genes in each module. Abbreviations taken from Chen et al.^40^ PTS1, the initial segment of the proximal tubule; PTS2, proximal straight tubule in cortical medullary rays; PTS3, last segment of the proximal straight tubule in the outer stripe of outer medulla; DTL1, the short descending limb of the loop of Henle; DTL2, long descending limb of the loop of Henle in the outer medulla; DTL3, long descending limb of the loop of Henle in the inner medulla; ATL, thin ascending limb of the loop of Henle; MTAL, medullary thick ascending limb of the loop of Henle; CTAL, cortical thick ascending limb of the loop of Henle; MD, mecula densa; DCT, distal convoluted tubule; CNT, connecting tubule; CCD, cortical collecting duct; OMCD, outer medullary collecting duct; IMCD, inner medullary collecting duct.

SLC genes in the “turquoise” and “blue” modules were spread across most of the nephron segments (Figures 7C and 7E), likely due to the size of the modules capturing many different processes. Proportionally, the “turquoise” module contained more SLC genes with expression in the proximal tubules with a smaller number of genes expressed specifically in the descending limbs. The proximal tubule is involved in the bulk of solute reabsorption including sodium, glucose, potassium, calcium, and sodium bicarbonate so it is interesting that a number of these genes belong to the “turquoise” module with largely downregulated expression in dehydration and rehydration compared to control. Genes from the “turquoise” module specific to the proximal tubule included organic ion/anion transporters SLC22 (Nigam^41^) and sodium dependent glucose transporters SLC5 (Wright and Turk^42^). The opposite was true for genes in the “blue” module. Genes from the “blue” module found with high expression in the DTL1 (note that this “short loop” segment is devoid of AQP1 expression) segment included sodium-calcium exchangers of the SLC24 (Schnetkamp et al.^43^) and SLC8^44^ families.

We know that the “green” module contained genes such as AQP2 and AQP3 with high module connectivity and strong correlation with dehydration markers. These genes were expressed specifically in the medullary collecting duct segments (Figure 7A). 

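SLC6A12 (scaffold JH725563.1 from 1273607 to 1294715, JacJac1.0) had 25.9 ± 2.59 CPM in controls (SD, n = 4), 82.0 ± 16.7 after dehydration (SD, n = 4) and 44.3 ± 10.3 after rehydration (SD, n = 5). The log2 fold changes were 1.66 in dehydration and 0.77 in rehydration compared to control (standard errors 0.18 and 0.17, adjusted p = 0.00210 and 0.00285 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each animal of both groups lay above all controls. In edgeR with the animal number as a block, they were 1.53 and 0.49 (adjusted p = 0.0622 and 0.0907), neither of them called.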

Of the SLC expression in the “green” module that was specific to the inner medullary collecting duct, there were genes that have previously been shown to be osmoprotective (SLC6A12/BGT1/ENSJJAG00000018463). These are all processes that are linked to dehydration showing that the “green” module is representative across species. SLC genes in the “green” module also had a presence in the PTS2 segment. 

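In dehydration SLC17A3 (scaffold JH725590.1 from 3830913 to 3839197, JacJac1.0) rose from 177 ± 15.8 to 252 ± 11.2 CPM (SD, n = 4 each), and every dehydrated animal lay above all controls. The log2 fold change was 0.51 (standard error 0.12), with an adjusted p-value of 0.0263 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.00136 by DESeq2 (0.46 and 0.158 with the animal number as a block). The gene was in the module of AQP2, where it ranked 31 by connectivity.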

SLC17A3 (NPT4/ENSJJAG00000009931) secretes urate into tubules. High serum urate is linked to declining renal function, so this is perhaps an example of a protective mechanism in the Jerboa kidney.

### Limitations of this study

A potential issue related to correlations is the time course of expression. With a single time point snapshot for each experimental condition, some interactions may be lost as there will be a delay between expression of a gene (say a transcription factor) and the expression of downstream effectors.

The water restriction model used in this study is well established. The inclusion of the rehydration group is useful to show recovery of genes and therefore suggesting they are specific to osmoregulation rather than other potential mechanisms activated by dehydration. However, many genes had altered expression in both dehydration and rehydration compared to control. It is possible these genes may be activated/inhibited by acute stressors that are unrelated to the experimental conditions. These pathways and individual genes should be further investigated to define their functional relevance to osmoregulation. Furthermore, genes with reactive expression changes can be compared to those shown to be expressed differently between mesic and xeric species^45^^,^^46^ to elucidate sources of desert adaptation.

While a recent study estimated the completeness of the Jerboa genome at 92.8% by BUSCOs,^47^ the quality of the Jerboa genome annotation must be considered. The Jerboa genome is currently a scaffold assembly and gaps may reduce annotation efficacy. Over 1000 genes with Ensembl IDs had neither a gene symbol attached to them or a human orthologue that could be used with confidence. Many of these genes appear to belong to the mitochondrial genome.

An interesting possibility to consider is the effect of the acclimatization period. As the animals were wild there is no way of knowing what water availability was like before the acclimatization period. Therefore, it is possible that some animals in the control group could in fact be a pseudo rehydration sub-group.

Although RNA integrity number (RIN) values were all above 8.4, the rehydration group samples had lower values than the other two condition groups. However, a PCA plot of the RNAseq data (Figure S1A) shows a clear clustering of samples into the three experimental groups, suggesting that RIN is not one of the main drivers of expression differences between sample groups.

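On all detected genes the groups occupied separate ranges of the first component, with −33.3 to −24.2 in controls, −10.8 to −3.36 after dehydration and 12.2 to 51.2 after rehydration. RHM02 had the lowest of the rehydration scores, and the next was 24.4. On the 500 most variable genes the first component set CM01 and RHM01 apart instead, and the second separated the groups. Degraded RNA can lower the counts of long genes, so the log2 fold changes were compared with exon length across genes, which are not independent replicates. The Spearman correlation was −0.0409 in dehydration and −0.163 in rehydration compared to control and −0.196 in rehydration compared to dehydration. With an offset for length these were 0.0120, 0.00475 and −0.00899, and the edgeR fit then called 111, 4249 and 1147 genes. For differences from the mean of the controls, the correlation with length was −0.170 to −0.114 in every rehydrated animal, −0.0874 to 0.0120 in dehydrated animals and −0.0562 to 0.0704 in controls. From the clustering the paper proposes that RIN is no main driver of the differences, and RIN itself was not used here.

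**Figure D4:**
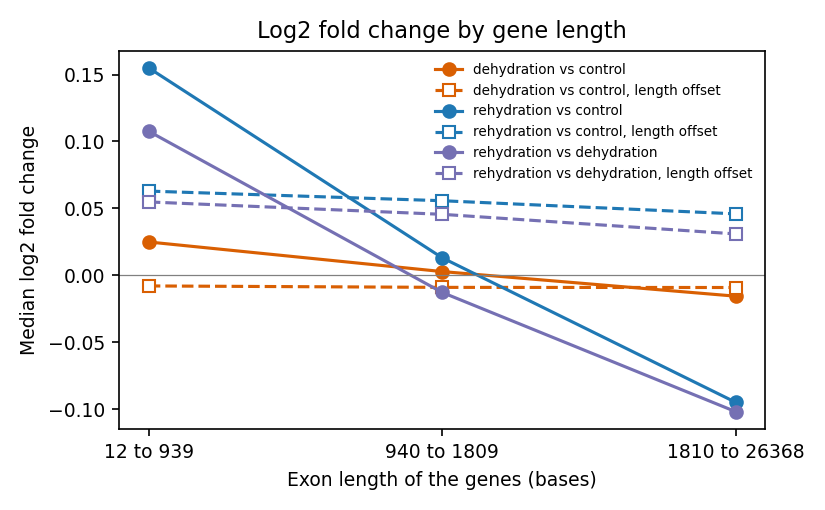
Median log2 fold change of the detected genes divided into shorter, middle and longer genes by exon length, with (dashed) and without (solid) an offset for length. In rehydration compared to control the median is 0.155 for the shortest genes and −0.0950 for the longest, and the offset removes most of the slope.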

### Conclusions and perspectives

This study was designed to characterize the changes in blood analytes and renal transcriptome following dehydration in the desert rodent *Jaculus jaculus*. The experimental conditions triggered canonical responses in body weight, plasma sodium, and plasma osmolality.

The Jerboa kidney showed a large transcriptomic response to both dehydration and rehydration. Genes with high correlation to established dehydration responsive genes such as the water channel AQP2 warrant further functional investigation. For example, the increase in expression of GREM2, which is a BMP antagonist, coincides with an inhibition of BMP and TGF-beta receptor expression which continues even after rehydration. These mechanisms may be involved in the longer-term negative complications of dehydration in the kidney.

Rehydration is a hitherto understudied aspect of osmoregulation in desert rodents. The expression of many genes involved in translational machinery activated by water availability following a period of water restriction points toward a race to retain water opportunistically and offers interesting possibilities for the roles of ribosomal proteins to target specific mRNA transcripts in the kidney.

This study is the first step in understanding how the desert adapted Jerboas survive without water. This publicly available dataset is a resource that can be mined in future for questions regarding the transcriptional response to dehydration and rehydration in the desert adapted kidney and allows comparisons to be made with other datasets, both xeric and mesic. To this end we have made our data for multiple species accessible at app-shiny.services.bris.ac.uk/JerboaKidneyGeneSearch/.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Deposited data**		

Raw fastq files	This paper	GEO: GSE225470
Jaculus jaculus reference genome	Ensembl 99	GCA_00028075.1

**Oligonucleotides**		

Oligonucleotides for qPCR assay primers	See Table S2	N/A

**Software and algorithms**		

BBDuk	BBMap^48^	https://sourceforge.net/projects/bbmap/
FastQC	Andrews^49^	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
Rsubread	Liao^50^	https://bioconductor.org/packages/release/bioc/html/Rsubread.html
FeatureCounts	Liao^51^	https://subread.sourceforge.net/featureCounts.html
DESeq2	Love^52^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
gProfiler2	Raudvere^24^	https://biit.cs.ut.ee/gprofiler/page/r
WGCNA	Langfelder and Horvath^53^	https://cran.r-project.org/web/packages/WGCNA/index.html

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, David Murphy ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and study participant details

#### Animals

Wild *Jaculus jaculus* were caught in the area surrounding Riyadh, Saudi Arabia. All groups were collected from January-March 2019. Age of the animals cannot be reported as they were wild but they were considered adult. The average temperature in Riyadh at this time was 18.62°C with 0mm precipitation.^54^ Animals were singly housed at 25°C constant temperature, 12-hour light cycle (lights on at 0600), with free access to dry food pellets (EAN 5410340215906, Versele Laga) and water for an acclimatisation period of 7-13 days. The air handling system was designed to maintain relative humidity at a maximum of 15%. At the end of the acclimatisation period the average weight was 60.66g (43.3-76.5) for males and 64.28g (48.7-77.3) for females. From the first day in captivity, male animals increased their body weight by 11.6% and females by 7.7%. Animals were split into groups by sex and then randomly assigned to three experimental groups: euhydrated (control), dehydrated, and rehydrated. All animals were fed dry food. The euhydrated control group had access to water *ad libitum* for the duration of the study. The dehydrated group had their water source removed for 10 days for males and 10-11 days for females. The rehydrated group had their water removed for 7 days and then had access to water *ad libitum* for 4-5 days. Ethical approval for the collection of these samples was obtained from the University of Bristol (UB/18/085) and KSU Institutional Review Boards.

### Method details

#### Sample collection

To avoid stress to the wild animals caused by handling, animals were killed by ether overdose whilst still in their housing. Blood samples were collected by cardiac puncture and transferred to lithium heparin tubes. Kidneys were removed and rapidly frozen with dry ice. All samples were collected between 0830 and 1230 and stored at -80°C before transportation to the UK on dry ice under the authority of DEFRA import licence ITIMP18.0082.

#### Markers of dehydration

Blood analytes albumin (ALB), alkaline phosphatase (ALP), alanine aminotransferase (ALT), amylase (AMY), total bilirubin (TBIL), urea nitrogen (BUN), total calcium (CA), phosphorus (PHOS), creatinine (CRE), glucose (GLU), sodium (Na+), potassium (K+), total protein (TP), globulin (GLOB)) with haemolysis (HEM), lipemia (LIP), and icterus (ICT) quality control markers were measured in 100 μl of whole blood using a VetScanV2 (Abaxis, Union City, CA) with the Comprehensive Analysis Rotor. Whole blood was also analysed using a VetScan HM5 (Abaxis, Union City, CA) for haematology. If significant alterations of analyte concentrations were caused by haemolysis, icterus, and/or lipemia these results were supressed during processing by the VetScanV2 or HM5. In the absence of a direct measure of osmolality, calculated osmolality was estimated using the Worthley equation (2∗sodium (mmol/l)) + (glucose (mg/dL)/18) + (urea nitrogen (mg/dL)/2.8).^55^

### Quantification and statistical analysis

For each blood analyte, a General Linear Model (GLM) was built using a Gaussian family and Identity link as all dependant variables were continuous and the independent variables were a mix of continuous (eg haemolysis) and categorical data (eg sex). Using a GLM helps to control for effects of variables other than the experimental condition (control, dehydration, or rehydration groups) within the model. Samples were omitted in each case if data for the dependant variable was missing.

For each model the formula y ∼ Condition + Sex + Batch + Haemolysis + Lipemia was used where y is the blood analyte of interest. Sex specific differences have been identified in a variety of blood analytes^56^ and are thus is important to control for. Analyte results beyond acceptable limits of haemolysis and lipemia (>10% interference) were removed during processing by the VetScanV2 machine. The removal of results that did not meet the required standards altered the number of data points within each group and this is reflected in the reporting of the F statistic degrees of freedom. These variables can influence analyte results even when within acceptable limits, so they were also included in each model. Batch reflects the different dates that the animals were caught and therefore the different acclimatisation period lengths. Adherence to the assumptions (homoscedasticity, normal distribution, unduly influential observations) of each model was assessed visually.^57^ Models were reduced by stepwise removal of independent variables that contributed little to the model. Models were checked again and were then compared to the full model using Akaike's information criterion. The pwr.f2.test function in the pwr package^58^ in R was used to estimate the power of each model with a significance level of 0.05. A summary of each model including F statistic, degrees of freedom, and significance of difference from a null model is shown in Table S1. All dehydration markers analysis was performed in R 3.6.1^59^ and a significance threshold of P<0.05 was used throughout.

#### Tissue processing

The left kidney was ground to a fine powder using a pestle and mortar chilled with liquid nitrogen and stored in 1.5 ml tubes at -80°C. For RNA extraction, tissue was lysed by adding acid-guanidinium-phenol based reagent (Qiazol 79306, Qiagen) to each powdered tissue sample at a ratio of 1 ml per 100 mg of tissue, vortexed for 2 minutes, then incubated on ice for 10 minutes. Lysed samples were centrifuged at 12000xg for 10 minutes at 4°C and the supernatant was transferred to a new tube. 200 μl of chloroform (22711.244, VWR) was added to each sample and mixed by vortexing for 15 seconds. Samples were centrifuged at 12000xg for 15 minutes at 4°C. The RNA-containing upper aqueous phase was removed and mixed by pipetting with an equal volume of absolute ethanol. RNA was extracted using a Zymo Direct-Zol RNA miniprep kit (R2052) as per the manufacturer’s instructions. Total RNA concentration and 260/280 ratios were determined using a Nanodrop 2000c (Thermo Fisher Scientific). RIN values were calculated using BioAnalyzer 2100 (Agilent) with all sequenced samples returning RIN values >8.4.

#### Jerboa kidney RNAseq

RNA extracted from euhydrated, dehydrated, and rehydrated male Jerboa kidneys (n=5 per group) was sequenced following poly-A selection using Illumina HiSeq 4000 for ∼35 million reads per sample on a 75bp paired end run by Source BioScience. Reads were trimmed of adaptor sequences using BBDuk^48^ followed by FastQC^49^ quality control. Raw fastq files have been deposited under accession GSE225470. FastQC files were merged into one report using MultiQC.^60^ FastQC of trimmed fastq sequencing files showed consistent high-quality Phred scores. FastQC also reported <0.1% contamination of adaptor sequences and <1% of reads were made up of overrepresented sequences. Expected GC content confirmed the removal of sequencing adaptors by read trimming. A splice aware aligner, Rsubread^50^ was used to map reads to the publicly available *Jaculus jaculus* genome assembly GCA_00028075.1 downloaded from the Ensembl 99 database^61^ (ftp://ftp.ensembl.org/pub/release-99/fasta/jaculus_jaculus/dna/Jaculus_jaculus.JacJac1.0.dna.toplevel.fa.gz and it’s corresponding GTF file from ftp://ftp.ensembl.org/pub/release-99/gtf/jaculus_jaculus/Jaculus_jaculus.JacJac1.0.99.gtf.gz) using the default settings. Rsubread uniquely aligned an average of 84.1% (79.7%-85.7%) of paired end fragments to the genome, equivalent to 64 million read pairs (50.4m-71.9m). Mapped reads were summarised using FeatureCounts v1.6.2^51^ grouping to gene identifiers. 

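The deposited counts of the animals used add up to 19060235 per animal on average. The 10 most abundant genes of each animal held between 11.2% and 17.5% of its counts.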

Featurecounts assigned an average of 49.7% (45.5%-52.6%) of total reads to features in the Jerboa genome, equivalent to 19.2 million reads (14.1m-22.9m). The Jerboa genome has a complement of 24433 identified coding genes. RNAseq found 15048 genes were reliably detected from kidney samples after removing lowly expressed genes (mean count across all samples <8). 

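In the 13 animals 20439 genes had at least 1 count, 15064 had a mean count of at least 8 and 13345 had at least 10 counts in every animal. With this last filter edgeR called 102, 4386 and 1404 genes in dehydration compared to control, rehydration compared to control and rehydration compared to dehydration, and without a filter 56, 3940 and 993.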

DESeq2 v1.38.3^52^ in R v4.0.3^59^ was used to estimate differential expression of genes between conditions with an adjusted p-value of 0.01 used as a significance threshold. This threshold was chosen to minimise the chance of any false positives that may occur from variability using wild non-model animals. A PCA plot (Figure S1) using variance stabilised transformed expression data (Love et al.^52^) showed clustering into the condition groups. 

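On the variance stabilized values of all 15064 detected genes the first 4 components held 38.6%, 14.6%, 10.1% and 5.97% of the variance. The choice of genes moved this most: on the 500 most variable genes the first 3 held 28.2%, 22.7% and 12.1%. There the first component set CM01 (22.2) and RHM01 (27.5) apart from the other animals (−11.1 to 3.72) and did not separate the groups. The second component did, with 7.86 to 21.7 in controls, −3.33 to 1.88 after dehydration and −13.8 to −6.11 after rehydration. On all detected genes the third component set the dehydrated animals (11.7 to 22.4) apart from controls (−20.0 to 3.91) and rehydrated animals (−15.4 to 1.51).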

PC1, PC2, and PC3 contributed to 38%, 14%, and 10% of the data variance, respectively. The remaining PC groups contributed less than 5% each. Two samples plotted away from their respective clusters (CM01 and RHM01). Removing the two samples from the analysis increased the number of DEGs by ∼300 in the control vs dehydration comparison but decreased the number of DEGs by ∼650 in the control vs rehydration comparison. 

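Without CM01 and RHM01 edgeR called 141 genes in dehydration (56 higher, 85 lower) and 3360 in rehydration compared to control (1346 higher, 2014 lower), by its quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called 1258 and 4499. These are changes of 69 more and 971 fewer DEGs with edgeR and of 309 more and 940 fewer with DESeq2.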

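Keeping all 13 animals and adding the immune gene score as a covariate, edgeR called 241 genes in dehydration (110 higher, 131 lower) and 4637 in rehydration compared to control.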

Further investigation showed increased expression of inflammatory genes in CM01 and RHM01 samples compared to the rest of the samples (Figure S1). For this exploratory study, we decided to include the two samples arguing that important genes involved in the dehydration and rehydration response would still be robustly changed due to the importance of this system to survival in the Jerboa. Some degree of variability in biological replicates is expected as wild animals were used with no control over confounding variables such as age or health. Venn diagrams and volcano plots were constructed using the VennDiagram v1.7.3 package^62^ and ggplot2 from the tidyverse v1.3.2 package^63^ respectively. Gene Ontology (GO) gene set enrichment analysis was performed using the gProfiler2 v0.2.1 package^24^ using a significance threshold of <0.01 padj and the Ensembl 104 database.

#### RNAseq validation by RT-qPCR

DEGs identified by RNAseq were validated by an independent method – namely reverse transcription (RT)-qPCR. All 42 animals were used in qPCR experiments, thereby adding power to the findings, and taking into account any differences between male and female animals. Total RNA (2μg) was converted to cDNA using GoScript Reverse Transcriptase (A5003, Promega) as per the manufacturer’s instructions. Primers were designed using Primer-BLAST^64^ targeting exonic regions of genes of interest. Reference genes CUL1 (ENSJJAG00000003559) and PPIA (ENSJJAG00000015423) were selected as the best combination pair (stability value = 0.048) using the NormFinder Excel Add-in.^65^ Primer sequences (with efficiencies %) are shown in Table S2. All qPCR assays used 300nM primer concentrations and PowerUp SYBR green master mix (A25742, Thermo Fisher Scientific). Relative abundance for each gene of interest was estimated using the delta delta Ct formula 2^–ΔΔCt^.^66^

#### Network analysis

To incorporate the expression of genes across all three experimental conditions, WGCNA v1.72-1^53^ was used. Expression values were transformed using the varianceStabilizingTransformation() function in the DESeq2 R package (Love et al.^52^). Due to the relatively small number of samples (n=15), the transcriptome expression data was filtered to mitigate the effect of noise and computational limitations. 

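The 30% of genes with the lowest median absolute deviation relative to the median were removed on the variance stabilized values, which left 10545 of 15064 genes with a cutoff of 0.0205. The same filter on normalized counts left 10538 genes. Both filters were looked at beside the paper's module sizes before the first was taken as the main setting.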

Starting with a full dataset of 15048 genes reliably detected in RNAseq, 30% of the least variable genes across all samples (calculated by median absolute deviation/median, cutoff value 0.12) were removed to leave a dataset of 10533 genes. There was minimal difference between PCA plots using pre and post filtered data, confirming that the filtered genes had expression that did not contribute to variability between samples and the main driver of expression was the experimental conditions.

#### WGCNA

WGCNA clusters genes into modules by Biweight mid-correlation (Bicor) of expression patterns and topological overlap matrix dissimilarity measures. The correlation data was signed and a β power of 8 was chosen as a soft threshold based on R^2^ and median connectivity. The resulting network from the working dataset of 10533 genes produced 5 modules (at a cut height of 0.989). 

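The tree gave 4 modules before merging, and no eigengenes passed the correlation of 0.65 for a merge. With the filter on normalized counts it gave 5 before and 4 after merging, and with a power of 12 it gave 10 before and 6 after.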

Two similar modules (bicor >0.65) were merged into one for a final total of 4 modules ranging from 343 to 4969 genes (Figure S2). To determine which modules may be functionally relevant, bicor correlations were drawn between module eigengenes (an abstract gene representative of the module) and the blood trait data presented above (Figure 3A). Only analyte data from sequenced samples were used and any missing values were computed using the use = “pairwise.complete.obs” argument within the WGCNA::bicor() function in R. The weight of animals at capture and total blood protein act as negative controls for the module/trait analysis. Neither trait correlated with any modules and therefore were not influenced by the experimental design. ORA was then carried out using the genes in each of the modules against a background list of all genes detected in the RNAseq experiment (significance threshold <0.05 padj) and representative terms were highlighted (full enriched term lists can be found in the Data S1).

## Data Availability

• Bulk RNA-seq data have been deposited at Gene Expression Ominbus (https://www.ncbi.nlm.nih.gov/geo/) and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. • This paper does not report original code. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Mobilisation of jerboa kidney gene networks during dehydration and opportunistic rehydration
**Source:** iScience. 2023 Aug 9;26(9):107574. doi: 10.1016/j.isci.2023.107574
**Supplement:** Document S1. Figures S1 and S2 and Tables S1 and S2

## **Supplemental information**

### **Mobilisation of jerboa kidney gene networks during dehydration and opportunistic rehydration**

**Benjamin T. Gillard, Nabil Amor, Fernando Alvira Iraizoz, Audrys G. Pauža, Colin Campbell, Michael P. Greenwood, Abdulaziz N. Alagaili, and David Murphy**

Supplementary Table: GLM Summary

|                          | range     | model                                                             | df | adj.rsq | Fstat  | pvalue | power                                                 | sig.factors              | Condition.pvalue | DH_change | DH_StdErr | RH_change | RH_StdErr |
|--------------------------|-----------|-------------------------------------------------------------------|----|---------|--------|--------|-------------------------------------------------------|--------------------------|------------------|-----------|-----------|-----------|-----------|
| Caught_Weight            | 29.70     | Caught_Weight ~ Condition + Sex                                   | 47 | 0.17    | 4.36   | 0.01   | 0.69                                                  | Sex                      | 0.75             | 1.59      | 2.79      | -0.59     | 2.87      |
| Weight_Day7              | 43.78     | Weight_Day7 ~ Condition + Sex + Haemolysis + Lipemia              | 37 | 0.26    | 3.91   | 0.01   | 0.78                                                  | Sex                      | 0.17             | 4.84      | 2.61      | 3.80      | 2.84      |
| Weight_Day14             | 43.77     | Weight_Day14 ~ Condition + Sex + Haemolysis + Lipemia             | 38 | 0.20    | 3.21   | 0.02   | 0.64                                                  | Sex                      | 0.76             | 1.07      | 2.69      | -0.99     | 2.85      |
| Weight_7DayDehydration   | 38.82     | Weight_7DayDehydration ~ Condition + Sex + Haemolysis + Lipemia   | 38 | 0.50    | 9.60   | 0.00   | 1                                                     | Condition,Sex,Haemolysis | 0.00             | -10.89    | 2.69      | -14.00    | 2.85      |
| dissection.weight        | 40.84     | dissection.weight ~ Condition + Sex                               | 47 | 0.46    | 15.29  | 0.00   | 1                                                     | Condition,Sex            | 0.00             | -17.19    | 2.58      | -8.00     | 2.66      |
| Albumin                  | 3.4.6     | Albumin ~ Condition                                               | 23 | 0.35    | 7.75   | 0.00   | 0.85                                                  | Condition                | 0.00             | 0.57      | 0.14      | 0.23      | 0.18      |
| Alkaline_Phosphatase     | 17.290    | Alkaline_Phosphatase ~ Condition + Sex + Haemolysis + Lipemia     | 37 | 0.18    | 2.87   | 0.03   | 0.55                                                  | Sex,Haemolysis,Lipemia   | 0.65             | -22.20    | 23.96     | -9.20     | 25.27     |
| Alanine_aminotransferase | 14.160    | Alanine_aminotransferase ~ Condition + Sex + Haemolysis + Lipemia | 27 | 0.09    | 1.63   | 0.19   | 0.19                                                  |                          | 0.07             | 5.98      | 12.36     | -28.00    | 13.65     |
| Amylase                  | 74.931    | Amylase ~ Condition + Sex + Haemolysis + Lipemia                  | 39 | 0.27    | 5.04   | 0.00   | 0.86                                                  | Condition                | 0.01             | -183.03   | 56.34     | -59.00    | 56.58     |
| Total_Bilirubin          | 0.1.2.1   | Total_Bilirubin ~ Condition + Sex + Haemolysis + Lipemia          | 37 | 0.97    | 248.94 | 0.00   | 1                                                     | Haemolysis,Lipemia       | 0.58             | 0.01      | 0.03      | -0.02     | 0.03      |
| Urea_Nitrogen            | 4.128     | Urea_Nitrogen ~ Condition                                         | 47 | 0.01    | 1.36   | 0.27   | 0.094                                                 |                          | 0.27             | 8.66      | 5.57      | 0.76      | 5.68      |
| Total_Calcium            | 2.9.12    | Total_Calcium ~ Condition + Sex + Haemolysis + Lipemia            | 33 | 0.19    | 2.75   | 0.04   | 0.51                                                  | Condition                | 0.03             | 0.04      | 0.53      | -1.40     | 0.58      |
| Phosphorus               | 1.3.12    | Phosphorus ~ Condition + Sex                                      | 45 | 0.42    | 12.43  | 0.00   | 1                                                     | Condition,Sex            | 0.00             | 1.95      | 0.52      | -0.72     | 0.52      |
| Creatinine               | 0.1.0.6   | Creatinine ~ Condition                                            | 41 | -0.04   | 0.17   | 0.84   | Adjusted R2 is negative. Power calculation impossible |                          | 0.84             | 0.03      | 0.05      | 0.03      | 0.05      |
| Glucose                  | 162.364   | Glucose ~ Condition                                               | 11 | 0.03    | 1.18   | 0.34   | 0.068                                                 |                          | 0.34             | 6.65      | 36.12     | 49.00     | 34.06     |
| Sodium                   | 128.159   | Sodium ~ Condition + Lipemia + Haemolysis                         | 33 | 0.57    | 13.38  | 0.00   | 1                                                     | Condition,Haemolysis     | 0.00             | 4.15      | 1.41      | -3.50     | 1.62      |
| Potassium                | 5.4.12    | Potassium ~ Condition + Sex + Haemolysis                          | 28 | 0.59    | 12.57  | 0.00   | 1                                                     | Haemolysis               | 0.19             | 0.34      | 0.36      | -0.43     | 0.39      |
| Total_Protein            | 1.2.8     | Total_Protein ~ Condition                                         | 47 | 0.10    | 3.76   | 0.03   | 0.46                                                  | Condition                | 0.03             | -0.18     | 0.28      | -0.78     | 0.29      |
| Globulin                 | 0.5.2.5   | Globulin ~ Condition + Lipemia                                    | 16 | 0.62    | 11.55  | 0.00   | 0.99                                                  | Condition                | 0.00             | -1.14     | 0.20      | -0.48     | 0.28      |
| Haemolysis               | 92.2080   | Haemolysis ~ Condition + Sex + Haemolysis + Lipemia               | 39 | 0.15    | 2.85   | 0.04   | 0.48                                                  | Lipemia                  | 0.54             | -162.28   | 163.29    | -160.00   | 173.46    |
| Lipemia                  | 117.3852  | Lipemia ~ Condition + Sex + Haemolysis + Lipemia                  | 39 | 0.33    | 6.35   | 0.00   | 0.95                                                  | Sex,Haemolysis           | 0.09             | 126.17    | 293.88    | 640.00    | 295.12    |
| WBC                      | 0.28.8    | WBC ~ Condition + Sex + Haemolysis + Lipemia                      | 28 | 0.07    | 1.46   | 0.23   | 0.15                                                  |                          | 0.11             | -0.66     | 0.85      | -1.30     | 0.62      |
| LYM                      | 0.33.4.5  | LYM ~ Condition + Sex + Haemolysis + Lipemia                      | 28 | 0.06    | 1.39   | 0.26   | 0.13                                                  |                          | 0.06             | -0.48     | 0.52      | -0.97     | 0.38      |
| MON                      | 0.01.0.61 | MON ~ Condition + Sex + Haemolysis + Lipemia                      | 28 | -0.07   | 0.56   | 0.73   | Adjusted R2 is negative. Power calculation impossible |                          | 0.33             | -0.05     | 0.06      | -0.07     | 0.04      |
| NEU                      | 0.04.4.6  | NEU ~ Condition + Sex + Haemolysis + Lipemia                      | 28 | 0.01    | 1.05   | 0.41   | 0.059                                                 |                          | 0.74             | -0.12     | 0.55      | -0.31     | 0.41      |
| LY.                      | 26.94     | LY. ~ Condition + Sex + Haemolysis + Lipemia                      | 28 | 0.05    | 1.36   | 0.27   | 0.12                                                  |                          | 0.44             | -10.89    | 9.33      | -6.80     | 6.86      |
| MO.                      | 0.5.9.4   | MO. ~ Condition + Sex + Haemolysis + Lipemia                      | 28 | -0.09   | 0.48   | 0.79   | Adjusted R2 is negative. Power calculation impossible |                          | 0.83             | 0.39      | 1.51      | -0.46     | 1.11      |
| NE.                      | 1.5.66    | NE. ~ Condition + Sex + Haemolysis + Lipemia                      | 28 | 0.09    | 1.64   | 0.18   | 0.19                                                  |                          | 0.41             | 10.48     | 8.89      | 7.20      | 6.54      |
| RBC                      | 6.4.16    | RBC ~ Condition + Sex + Lipemia                                   | 29 | 0.26    | 3.95   | 0.01   | 0.7                                                   | Condition                | 0.00             | 1.71      | 0.50      | -0.16     | 0.37      |
| HGB                      | 7.7.25    | HGB ~ Condition + Sex + Lipemia                                   | 29 | 0.45    | 7.78   | 0.00   | 0.98                                                  | Lipemia                  | 0.05             | 1.46      | 0.72      | -0.33     | 0.53      |
| HCT.                     | 11.54     | HCT. ~ Condition + Sex + Lipemia                                  | 29 | 0.19    | 2.99   | 0.03   | 0.5                                                   | Condition                | 0.01             | 4.68      | 3.21      | -5.10     | 2.37      |
| MCV                      | 28.39     | MCV ~ Condition                                                   | 38 | -0.01   | 0.81   | 0.45   | Adjusted R2 is negative. Power calculation impossible |                          | 0.45             | -0.14     | 0.94      | -0.88     | 0.70      |
| MCH                      | 12.19     | MCH ~ Condition + Sex + Haemolysis + Lipemia                      | 28 | 0.31    | 4.01   | 0.01   | 0.77                                                  | Sex,Lipemia              | 0.38             | -0.85     | 0.66      | 0.01      | 0.49      |
| MCHC                     | 35.58     | MCHC ~ Condition + Sex + Haemolysis + Lipemia                     | 28 | 0.35    | 4.48   | 0.00   | 0.84                                                  | Sex                      | 0.09             | -1.11     | 1.79      | 2.30      | 1.32      |
| RDWc.                    | 19.-Inf   | RDWc. ~ Condition                                                 | 38 | 0.03    | 1.57   | 0.22   | 0.12                                                  |                          | 0.22             | -1.22     | 0.93      | -1.10     | 0.69      |
| PLT                      | 6.622     | PLT ~ Condition + Sex + Haemolysis + Lipemia                      | 28 | 0.01    | 1.09   | 0.39   | 0.065                                                 |                          | 0.16             | -45.72    | 29.57     | -41.00    | 23.56     |
| PCT.                     | 0.01.0.4  | PCT. ~ Condition + Sex + Haemolysis + Lipemia                     | 28 | 0.07    | 1.47   | 0.23   | 0.15                                                  |                          | 0.10             | -0.05     | 0.03      | -0.05     | 0.03      |
| MPV                      | 6.1.12    | MPV ~ Condition + Sex + Haemolysis + Lipemia                      | 28 | 0.17    | 2.35   | 0.07   | 0.39                                                  |                          | 0.07             | -0.21     | 0.52      | -0.97     | 0.41      |
| PDWc.                    | 23.34     | PDWc. ~ Condition + Sex + Haemolysis + Lipemia                    | 28 | 0.10    | 1.77   | 0.15   | 0.23                                                  |                          | 0.27             | -1.68     | 1.05      | -0.88     | 0.84      |
| Calculated_Osmolality    | 273.374   | Calculated_Osmolality ~ Condition + Haemolysis                    | 34 | 0.29    | 6.13   | 0.00   | 0.87                                                  | Condition                | 0.00             | 11.66     | 5.00      | -7.50     | 5.34      |

\* Signif. codes: 0 '\*\*\*' 0.001 '\*\*' 0.01 '\*' 0.05 '.' 0.1

Supplementary Table 1. Summary of models for analytes measured including weight, haematology, and biochemistry. Related to Table 1 and QUANTIFICATION AND STATISTICAL ANALYSIS in STAR methods.

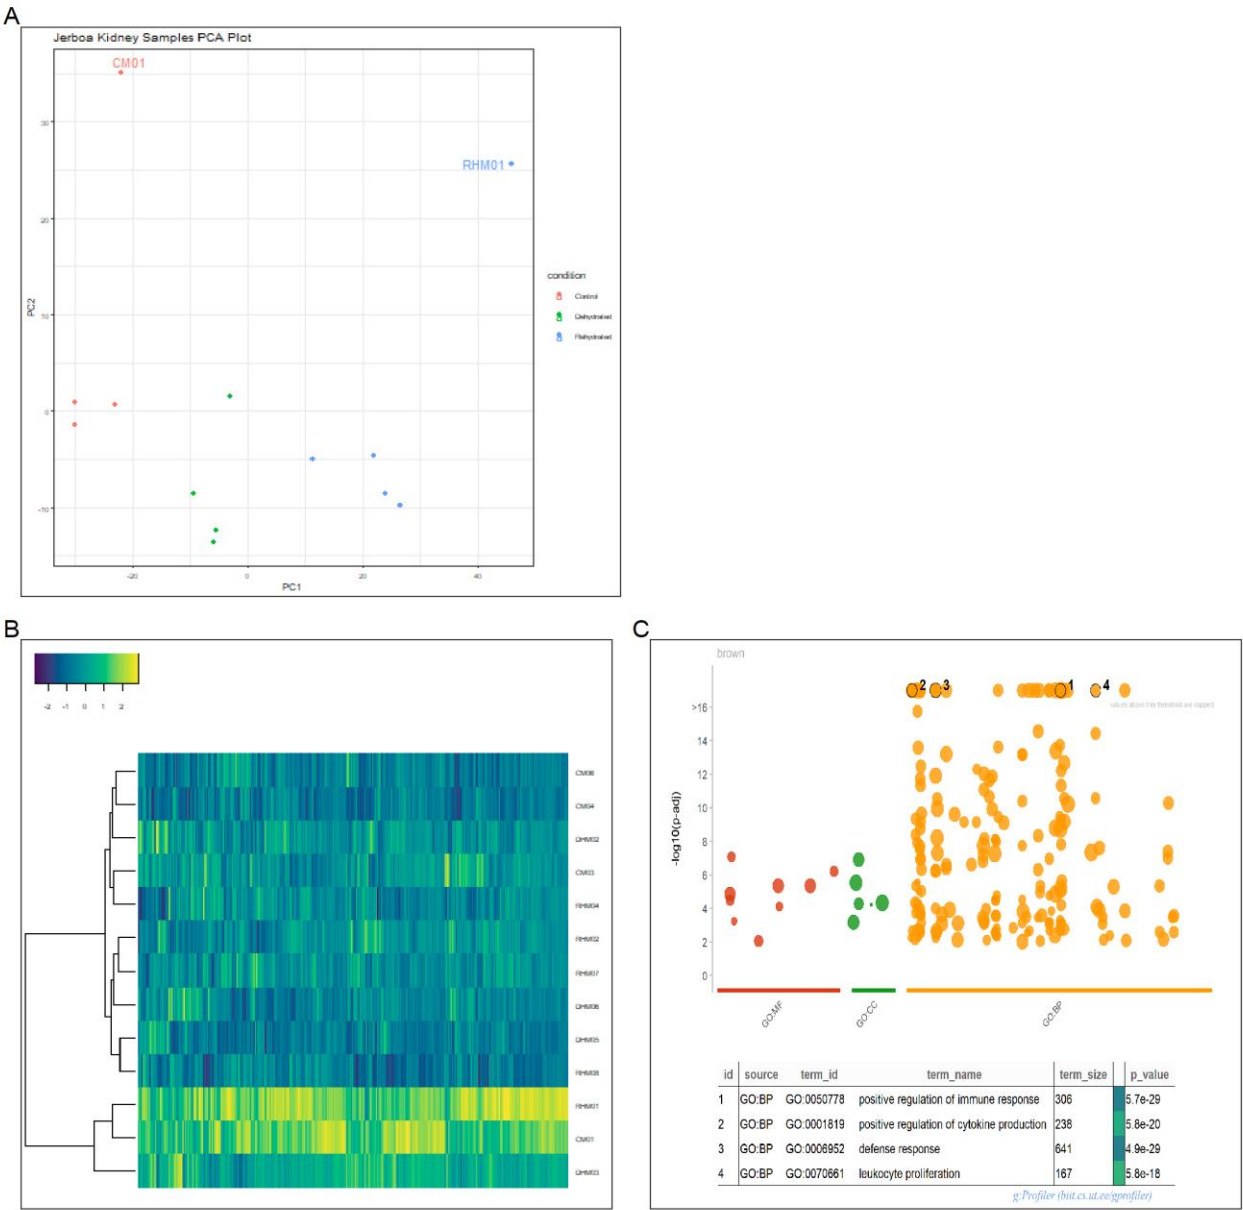

Supplementary Figure 1. Sample clustering and a description of the “brown” module when an outlier sample was included. Related to Jerboa kidney RNAseq section in STAR methods. A. PCA plot of sequenced Jerboa samples. Note the two samples that are not part of the clusters are CM01 and RHM01. B. A heatmap of gene expression within the “brown” module showed high expression in samples CM01, RHM01, and DHM03. C. The “brown” module was enriched for GO terms involved in the immune response.

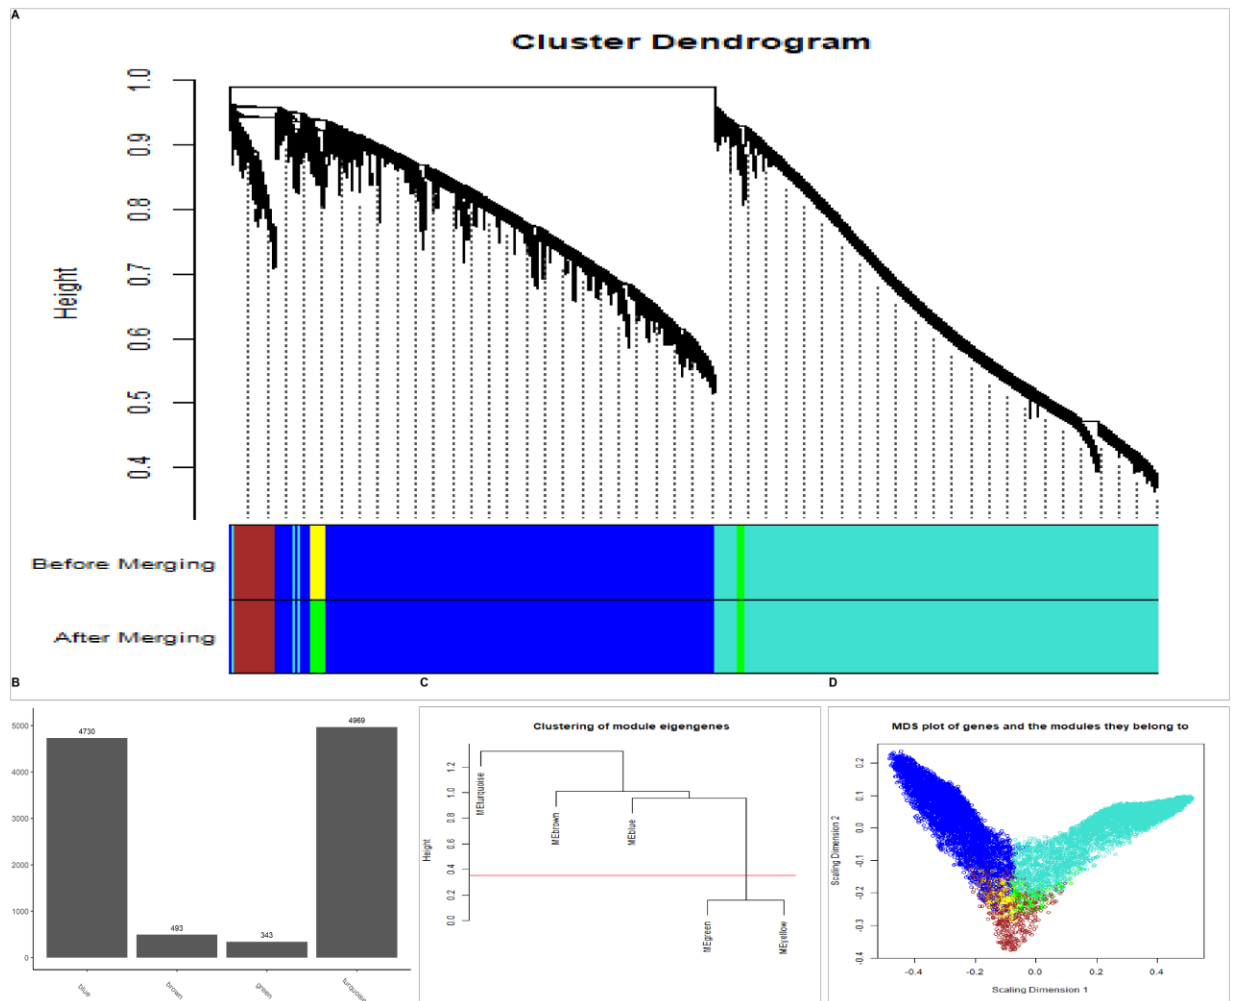

Supplementary Figure 2. Description of module building process using WGCNA, related to Figure 3 and WGCNA section in STAR methods. A. WGCNA created 6 modules from the filtered expression data. Clustering of module eigengenes shows how similar each module was to others. Modules “green” and “yellow” were deemed similar and were merged. B. Multi-dimensional scaling plot of all genes in the dataset and their assigned modules.

Primer Efficiencies

| Gene   | Ensembl_gene_id     | F_Sequence               | R_Sequence            | Efficiency |
|--------|---------------------|--------------------------|-----------------------|------------|
| AQP3   | ENSJJAG00000004334  | GGAGAGATGCTCCACATCCG     | TGATGGTGAGGAAACCACCG  | 95.59      |
| AQP2   | ENSJJAG000000021696 | ACTGGGTCTTCTGGATCGGA     | GACGGGAACAGCACGTAGTT  | 100.84     |
| AQP11  | ENSJJAG000000023969 | GGCTGGCTCCTTCTTTAGGG     | TGCTTGTTGTTTATGCAGCC  | 105.37     |
| AQP4   | ENSJJAG000000010534 | TCTGAAACCTGGAGTGGTGC     | CCCGTCTGCTTTCAGTGCTT  | 106.06     |
| AQP1   | ENSJJAG000000017823 | CTGGCGATCGACTACACTGG     | CCAGGGCACCTCCAATGAAT  | 99.91      |
| AQP6   | ENSJJAG000000021101 | GCTCTGCTTTATGGGGTCACT    | GGTGCTGTTTTGACCACGTT  | 93.15      |
| AQP7   | ENSJJAG000000011246 | ACGGGCATTGAACAGTTTGC     | TCCCGGTCAAAACACCTCA   | 90.57      |
| AQP8   | ENSJJAG000000017882 | TTGGGAAATATCAGCGGTGGA    | CTGGGAGAGCCAGTAGGGAA  | 105.65     |
| SMAD5  | ENSJJAG000000019065 | CCGCCTATATGCCACCTGAG     | GCAACAGGCTGAACATCTCG  | 99.89      |
| SMAD7  | ENSJJAG000000017342 | ACCCTCATCACCTTAGCCGA     | ATCTGGACAGTCTGAGATTGG | 95.17      |
| TGFBR1 | ENSJJAG000000008037 | GGCCATTTGTATGTGCACCC     | TCTGAAAAAGGGCCAGTCGT  | 96.74      |
| TGFBR2 | ENSJJAG000000009257 | GGTCTATGACGATCCGCCAG     | GCCTCCGTTTCCACATCAGA  | 103.34     |
| TGFBR3 | ENSJJAG000000017313 | CCAGCCACAGAGAGAGTTAC     | GTCTTCAGACGCCAGACCAA  | 96.54      |
| BMPR1A | ENSJJAG000000021938 | TTCTCATGTCCAAGGGCAGAA    | GGCAGTGTCTGAGCAGTAG   | 110.04     |
| BMPR1B | ENSJJAG000000012811 | CAGTCAACAATATTTGCAGCACAG | AGAGGTGACAACAGGCGTTC  | 109.33     |
| BMPR2  | ENSJJAG000000015151 | CTTACTGCCAGTGTGCTGA      | ATGTGACAGGTTGCGTCAT   | 104.99     |
| SCNN1A | ENSJJAG000000021122 | GTGGTACCGCTTCCACTACA     | AATGCGAGTAGTTTGCGTGG  | 92.84      |
| SCNN1B | ENSJJAG000000022984 | CAGCCCCTTCCAGTATTCCA     | GGTGTGTGGTTCAGATGGT   | 90.34      |
| SCNN1G | ENSJJAG000000012195 | GCACCCCACTGGATGTACT      | CTGACTGGCAGCCTAGCTTT  | 95.58      |

Supplementary Table 2. Primers used for each gene including unique gene identifier, sequences for forward and reverse primers, and primer efficiency. Related to Figures 5 and 6.

How the deposited data were processed for this re-analysis (not part of the article)

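RNA sequencing counts were taken for whole kidneys of 13 male Jerboas: 4 controls, 4 after dehydration and 5 after rehydration. The authors aligned reads to the JacJac1.0 assembly and assigned them to genes with featureCounts, and the deposited values are raw integer counts per gene and animal. Groups were taken from the sample labels, and animals were named as in the paper's supplementary heatmap. A further 2 per-sample columns of the table have no sample label and were not used. The table holds 24433 genes, of which 20439 had at least 1 count in the animals used. The paper's methods give 5 animals per group. The days of water restriction differ between the paper and the labels for the dehydration group (10 and 11 days), as do the days with water for the rehydration group (4 to 5 and 3 days).

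Total counts ranged from 14071802 to 22949762. Differences of fewer than 3 counts were not read as expression, which corresponds to 0.131 to 0.213 CPM depending on the animal. The 10 most abundant genes held 11.2% to 17.5% of the counts. Every one of the 22 pairs of animals within a group differed by more than counting noise (chi-square per degree of freedom 30.6 to 88.2). Each animal is a replicate by the design. Precision therefore comes from the spread between animals, and the standard errors given are those of the fitted log2 fold changes.

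Genes with a mean count of at least 8 were kept (15064 genes). Counts were scaled by TMM and fitted for all 3 groups together in R 4.3.3 with edgeR 4.0.16, so that all groups share one estimate of the spread. Differences were tested with edgeR's quasi-likelihood test and adjusted by Benjamini-Hochberg over all detected genes, with an adjusted p-value under 0.01 taken as a DEG. The common dispersion was 0.0699 and the prior degrees of freedom were 3.17. DESeq2 1.42.0, the tool of the paper, was run as an alternative with its Wald test and default filtering. For log2 CPM a prior count of 1 was added. The gene set test was camera in limma 3.58.1. Lists were also set against 10000 random lists matched on expression.

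Expression for the PCA, the immune gene score and the network was the variance stabilizing transformation of DESeq2. The network was a Python 3.11.15 implementation of a signed weighted network (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0), and figures were drawn with matplotlib 3.10.9. The 30% of genes with the lowest median absolute deviation relative to the median were removed. Biweight midcorrelation, a power of 8, a tree height of 0.989, a deep split of 2, a minimum size of 30 genes and a merge of modules with eigengenes correlated over 0.65 were used. Genes left over by the tree were assigned to the module of the nearest eigengene. Modules were named by their overlap with the genes that the paper prints for the terms of its modules (109 “blue”, 186 “turquoise” and 254 “brown” genes), and the “green” module as the module of AQP2. Eigengenes were compared between groups with two-sided exact permutation tests.

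The comparisons were dehydration with control, rehydration with control and rehydration with dehydration. The genes named were chosen by a rule set beforehand: each of the 39 genes that the paper names with an identifier and a statement on its expression or use, and up to 3 genes with the largest change per direction and comparison among those called with a mean count of at least 50 and groups that do not overlap. Of these last only a few are printed. No named gene shares exon bases with another annotated gene. One of the genes the paper names is not reported here. Genes printed outside this rule are said to be so where they appear. The paper's supplement prints some identifiers with an additional zero, which was removed.

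Animal numbers come from the labels, where some numbers occur in more than 1 group. Whether they pair animals is not stated there. Deviations from the group means of same-numbered animals had a mean correlation of 0.119 over 5 pairs and −0.0107 over the 51 other pairs between groups. The largest was 0.338 for CM01 and RHM01, and the mean of the other pairs was 0.0644. Fits with the animal number as a block are therefore given beside the others. The block takes up most of the residual degrees of freedom, so a call lost under it can come from lower power.

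Alternatives were other scaling (DESeq2 size factors), other count filters, fits of only the groups compared, leaving out CM01 and RHM01, the animal number as a block, an offset per animal for gene length (smoothing span 0.3), the immune gene score as a covariate, other thresholds (an adjusted p-value under 0.05, or a fold change over 1.5 as well), leaving out each animal in turn, and for the network another correlation, power (6 and 12), minimum size (100) and variability filter. The closing section gives their effect.

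The methods were tested on simulated data with the sizes of these groups. Of 100 genes changed 2-fold edgeR called 59% and of 100 genes changed 4-fold it called 90%, with 0 of 14864 unchanged genes called, and DESeq2 called 75% and 95% with 14 unchanged genes called. A slope on gene length put into the data gave a Spearman correlation of −0.665 with log2 fold change, and −0.0101 with the length offset. The network method found 4 of 4 simulated modules in 1800 genes, with an adjusted Rand index of 0.979.

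Mitochondrial ribosomal proteins and SLC genes as families, enriched GO terms, qPCR, blood analytes and RIN were not analysed here. The ribosomal list was limited to the 41 genes that the supplement prints for ribosome terms of the “blue” module.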

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

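The tests on SCNN1A, SCNN1B and SCNN1G were chosen only after their result was seen. Values of single animals far from the rest of their group were searched for in 144 groups of values, with a criterion that marks about 7.2 of them by chance. It marked 9, so these values are about as many as chance gives.

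Of these, 4 belong to the animals CM01 and RHM01. RHM01 had an immune gene score of 1.80 where the other rehydrated animals had −0.657 to −0.231, and an eigengene of the “brown” module of 0.648 where they had −0.243 to −0.0550. On the second principal component CM01 had 39.7 and RHM01 had 29.2. These measures overlap in their genes and are not separate signs. A difference in depth was tested: 0 of these 2 animals had a depth outside the range of the others of its group, so depth does not account for the pattern. Handling by animal number was tested through the other same-numbered pairs, whose median correlation was 0.0579 where CM01 and RHM01 had 0.338. Handling that these 2 animals alone shared was not tested by this. RNA from other cells in the tissue taken, or an infection of these animals, may remain as explanations. No biological explanation was tested, since no condition in the labels separates these animals.

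The other 5 values were single animals in a single measure. DHM06 had an eigengene of the “green” module of 0.429 where the other dehydrated animals had 0.353 to 0.358. CM03 had 33.7 CPM of SOSTDC1 where the other controls had 14.8 to 16.8. DHM05 had 1.37 CPM of CER1 where the others had 0.666 to 0.720, a gene with few counts. DHM03 had 314 CPM of EWSR1, the lowest of its group, where the others had 334 to 338. RHM07 had 62.7 CPM of SLC6A12 where the other rehydrated animals had 38.4 to 41.0. Their number is within what chance gives and no explanation was tested.

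SCNN1A, SCNN1B and SCNN1G are listed in the paper's primer table, and the paper's text does not report their expression. In rehydration compared to control their log2 fold changes were 0.79, 1.12 and 0.68 (standard errors 0.12, 0.22 and 0.13, adjusted p = 0.000207, 0.00130 and 0.00137 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 20 alternative fits the adjusted p-values lay between 9.78e-10 and 0.0146, 1.70e-06 and 0.0301, and 9.10e-06 and 0.00664. In all 5 rehydrated animals each gene was higher than in any of the 4 controls. These genes have 1962, 2149 and 2008 exon bases. Genes with 1810 or more had a median log2 fold change of −0.0950, so a length bias would lower them and not raise them. The length offset could thus only add to the rise and is no test of it (smallest log2 fold change 0.76). Without CM01 and RHM01 the smallest was 0.64, so these animals do not account for the rise. Reads shared between these related genes were not tested. A response to the rehydration protocol may be the cause, which is a hypothesis found and tested on the same animals. Whether the rise differs from that after dehydration was tested only as rehydration compared to dehydration, with log2 fold changes of 0.42, 0.65 and 0.24 (adjusted p = 0.0222, 0.0430 and 0.202; over the alternatives 0.00230 to 0.208, 0.00634 to 0.312 and 0.0971 to 0.383).

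Outside the genes that the paper discusses, the gene with the largest rise by the naming rule in dehydration compared to control was ENSJJAG00000009663, with a log2 fold change of 3.41 (standard error 0.35, adjusted p = 0.00154), and the gene with the largest fall was ENSJJAG00000000298, with −2.70 (standard error 0.45, adjusted p = 0.00965), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each separated all 4 dehydrated animals from all 4 controls, which the rule requires. Of the 12 groupings of these 8 animals that part as many same-numbered pairs, only the real grouping, 1 of 12, gave as many DEGs. With these 12 the share cannot be under 0.05. Over all 35 groupings, the 23 that part fewer pairs included, the real one alone gave more than 1 gene. No other explanation was tested for these genes.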

How the results depend on the processing

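The variability filter on normalized counts, DESeq2 without CM01 and RHM01, DESeq2 calls inside the network modules, and the same pair of controls in both comparisons were alternatives chosen only after results were seen, and the others were set before the data were examined. The cause of the changes below was not tested unless a value is given for it.

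In each fit with calls in both, rehydration had more DEGs than dehydration compared to control. The 72 DEGs of dehydration compared to control became 949 with DESeq2's Wald test, 156 with only the groups compared (41 higher, 115 lower), 141 without CM01 and RHM01 (56 higher, 85 lower), 1258 with DESeq2 without both animals, 111 with the length offset (61 higher, 50 lower), 241 with the immune gene score as a covariate and 894 at an adjusted p-value under 0.05. The 4331 DEGs of rehydration compared to control became 6563 at 0.05. The 1233 DEGs of rehydration compared to dehydration became 2769 with DESeq2, 313 with only the groups compared, 2284 with DESeq2 without both animals, 3614 at 0.05 and 789 with a fold change over 1.5 as well. The overlap of 60 became 760 with DESeq2, 135 with only the groups compared, 121 without CM01 and RHM01, 974 with DESeq2 without both, 95 with the length offset, 213 with the immune covariate and 743 at 0.05. With DESeq2 size factors in edgeR the dehydration DEGs were 39 higher and 28 lower, and those of rehydration compared to dehydration 478 higher and 772 lower.

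With the animal number as a replicate block edgeR called 0 genes in dehydration compared to control (3110 at an unadjusted p-value under 0.05), 987 in rehydration compared to control, 0 in rehydration compared to dehydration (2823 at an unadjusted p-value under 0.05) and an overlap of 0 genes. This fit has few residual degrees of freedom, so the lost calls can come from lower power. Log2 fold changes that changed sign under the block were −0.16 for AQP6, 0.11 for AQP7 and −0.44 for AQP8 in dehydration.

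Across the 13 fits that each left out one animal, DEGs ranged from 1 to 235 in dehydration, from 360 to 1963 in rehydration compared to dehydration and from 1 to 200 in the overlap, and from 3334 to 4547 in rehydration compared to control.

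Of the comparisons of a named gene under an alternative, 671 gave the same direction and call, 52 lost the call, 22 gained it and 11 reversed, and with an animal left out 1271, 99, 11 and 23 did so. DESeq2 added 14 calls, and the block took 29 away. Besides the reversals under the block, in dehydration AQP7 was 0.026 without CM01 and RHM01 and 0.020 with the immune covariate. For rehydration compared to control AQP3 was −0.049 without both animals, CER1 was 0.0042 with DESeq2, 0.0020 with DESeq2 size factors and 0.085 with the immune covariate, and CUL1 was 0.078 with the length offset. For rehydration compared to dehydration CUL1 was −0.0071 without both. Leaving out an animal reversed AQP7 (−0.17 to 0.16), AQP8 (−0.32 to 0.46) and PPIA (−0.0015 to 0.10) in dehydration, AQP3 (−0.092 to 0.32), SMAD7 (−0.13 to 0.019), SOSTDC1 (−0.20 to 0.27) and CER1 (−0.24 to 0.18) in rehydration compared to control, and SMAD9 (−0.28 to 0.30) and CUL1 (−0.023 to 0.032) in rehydration compared to dehydration.

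The 41 ribosomal genes passed p = 0.05 in the camera test without CM01 and RHM01, with medians of 0.43 in rehydration compared to control (p = 0.0429 with n = 11; 0.0296 to 0.150 over the alternatives) and 0.31 compared to dehydration (p = 0.0324 with n = 11; 0.0255 to 0.183 over the alternatives). In these comparisons p was 0.0296 and 0.0255 without RHM01 alone, 0.122 and 0.0924 without CM01 alone and 0.0505 and 0.0405 without RHM02 alone, so passing depends on single rehydrated animals. Leaving out each animal gave medians of 0.44 to 0.58 and 0.33 to 0.43. Among random lists the dehydration median was at percentile 98.08 when matched on expression and 89.74 when also matched on length. The principal components held 28.2%, 22.7% and 12.1% of the variance on the 500 most variable genes and 29.2%, 15.1% and 10.7% on log2 CPM. The correlation of the dehydration and rehydration log2 fold changes was 0.365 with disjoint pairs of controls and 0.678 with the same pair in both, so shared controls add to it.

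The module of AQP2 (“green”, 319 genes) held 199 genes with Pearson correlation, 5281 with a power of 6, 153 with a power of 12, 5095 with a minimum size of 100, 1015 without CM01 and RHM01, 622 with the filter on normalized counts and 167 to 5125 when an animal was left out. The “brown” module (475) held 760 with Pearson correlation, 160 without both animals and 229 to 610 when an animal was left out, and the “blue” module (4780) 3094 to 5226. In dehydration the “green” eigengene difference (0.539) was 0.104 with a power of 6 (p = 0.562, exact permutation test), −0.118 with a minimum size of 100 (p = 0.513) and 0.090 to 0.57 when an animal was left out. The “brown” difference in rehydration was −0.046 without both animals and −0.11 to 0.097 when an animal was left out.

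Dehydration DEGs in the “blue” module (31) were 19 without CM01 and RHM01, 17 with the filter on normalized counts, 328 with DESeq2 and 2 to 40 when an animal was left out. In the “green” module (13) they were 6 with Pearson correlation, 29 with a power of 6, 5 with a power of 12, 44 with a minimum size of 100, 23 without both animals, 25 with the filter on normalized counts, 89 with DESeq2 and 5 to 29 when an animal was left out. Its 27 DEGs in rehydration compared to dehydration were 793 with a power of 6, 372 with a minimum size of 100, 47 without both animals, 47 with DESeq2 and 25 to 803 when an animal was left out. In the “turquoise” module DESeq2 gave 469 in dehydration (24 with edgeR) and 1385 in rehydration compared to dehydration (766). Of 8 highlighted genes 5 were in the top 5% by connectivity with a power of 6, with a power of 12 and with a minimum size of 100, and 5 to 8 when an animal was left out.

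Over all results of a comparison, alternatives other than leaving out an animal gave the same outcome 124 times, moved a value 59 times, and made it reversed, stronger or weaker 2 times each. Low counts limit AQP4 (2 to 18 counts per animal), CER1, SOST and SMAD9. The alternatives set for mitochondrial ribosomal proteins and SLC genes as families were not run.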

Differences from the paper's values

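No test in this part was chosen after a result was seen, but 2 alternatives were: DESeq2 without CM01 and RHM01, and DESeq2 calls inside the network modules. Of 39 values compared with the paper's, 17 differ.

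For dehydration compared to control the paper gives 961 DEGs, against 72 here. Of the alternatives set before the data were examined, DESeq2's Wald test gave 949 and an adjusted p-value under 0.05 gave 894, and the others gave 0 to 241 and did not close the gap. DESeq2 without CM01 and RHM01, chosen after seeing the values, gave 1258. For rehydration compared to dehydration the paper gives 2767, against 1233 here. DESeq2 gave 2769, an adjusted p-value under 0.05 gave 3614 and leaving out RHM02 gave 1963, and the other alternatives set before the data were examined did not close the gap. DESeq2 without both animals, chosen after seeing the values, gave 2284. As shares of detected genes the paper gives 6.4% and 18.4%, against 0.478% and 8.19% here. DESeq2 gave 6.30% and 18.4%, the threshold of 0.05 gave 5.93% and 24.0%, leaving out RHM02 gave 13.0% for the second, and DESeq2 without both animals, chosen after seeing the values, gave 8.35% and 15.2%. The other alternatives set before did not close these gaps. The paper's ratio of rehydration to dehydration DEGs is 5.7, against 60.2 here, with 5.73 by DESeq2 and 7.34 at 0.05. The other alternatives set before did not close this gap, and neither did DESeq2 without both animals (3.58), chosen after seeing the values.

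In dehydration alone the paper has 113 genes higher, against 11 here, and 75 lower, against 1 here. DESeq2 gave 110 and 76. An adjusted p-value under 0.05 closed the gap for the first (100) and not for the second (47), and so did DESeq2 without both animals (159 and 124), chosen after seeing the values. The other alternatives set before closed neither. In both conditions the paper has 303 genes higher, against 36 here, of which 51 rose again, against 1 here, and 467 lower, against 24 here, of which 210 fell again, against 9 here. DESeq2 gave 305, 56, 455 and 202, the threshold of 0.05 gave 365, 71, 378 and 181, and DESeq2 without both animals, chosen after seeing the values, gave 329, 50, 645 and 264. The other alternatives set before did not close these gaps.

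In the “blue” module the paper has 328 dehydration DEGs, against 31 here, in the “green” module 87, against 13, and in the “turquoise” module 496, against 24. For rehydration compared to dehydration the paper has 1432 in the “turquoise” module, against 766 here. None of the alternatives set before closed these gaps. DESeq2 calls in the same network, an alternative chosen after seeing the values, gave 328, 89, 469 and 1385. In the “green” module the paper has 51 DEGs lower in rehydration compared to dehydration, against 27 here. Of the alternatives set before a power of 12 gave 39, leaving out CM01 and RHM01 gave 47 and leaving out RHM01, RHM02, RHM04, RHM07 or RHM08 gave 53, 34, 41, 50 and 40. The other network settings and leaving out other single animals did not close the gap. DESeq2 calls, chosen after seeing the values, gave 47. Leaving out CM01 and RHM01 added 300 dehydration DEGs in the paper, against 69 here. With DESeq2, chosen after seeing the values, it added 309.

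The paper's methods name DESeq2 as the test. Some statements on single genes and rankings also differ. The paper states that the fourth principal component holds less than it does here (5.97%). It describes merging modules, and here the tree gave 4 modules with none to merge. For the “brown” module it reports a DEG where edgeR called 0, and DESeq2 called ENSJJAG00000023808, a gene named after its values were seen. SOSTDC1 is described as changed, and it was not called here (log2 fold change 0.40 in dehydration compared to control, edgeR adjusted p = 0.404; 0.0788 to 0.930 over the alternatives). NBL1 is described as changed, and only DESeq2 called it in dehydration (edgeR adjusted p = 0.0178; 9.33e-05 to 0.0964 over the alternatives). SOST was called by none of the fits in dehydration (adjusted p 0.0193 to 0.145 over the alternatives). AQP2 was called in dehydration in 7 of the 20 alternative fits, DESeq2 among them, and not by edgeR with all animals (adjusted p = 0.0103). For AQP2 the paper also reports a rise by qPCR in more animals, females included. SMAD9 was called by no fit in dehydration (0.0761 to 0.319). BMPR1A, BMPR2, TGFBR1 and SMAD5 are described as lower in dehydration, in a part that also draws on qPCR of more animals, females included. All were lower in every dehydrated animal than in any control, and edgeR called none of them (adjusted p = 0.0778, 0.0213, 0.0806 and 0.0245; over the alternatives 0.0214 to 0.187, 0.000269 to 0.0839, 0.0104 to 0.170 and 0.000715 to 0.0760), while BMPR2 and SMAD5 were called in 2 of the alternative fits each, DESeq2 among them. For AQP4 the paper reports a like trend by sequencing and qPCR, not significant by qPCR. In the counts no fit called AQP4 in any comparison (0.0121 to 0.212 in rehydration compared to control). The paper, in a part that also draws on qPCR, describes TGFBR2, TGFBR3 and BMPR1B as unchanged. In the counts TGFBR2 and TGFBR3 were lower after rehydration compared to control (−0.59 and −0.96, edgeR adjusted p = 0.000281 and 0.00225; at most 0.00871 and 0.0104 over the alternatives), and BMPR1B was called by DESeq2 (0.00453).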

Other observations

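The tests on genes that rise in dehydration and on PPIA were chosen only after their results were seen.

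Other groupings of the same animals were fitted with edgeR. For dehydration compared to control, 1 of the 12 groupings that part as many same-numbered pairs gave as many DEGs, the real one, and the others gave at most 1. With these 12 the share cannot be under 0.05. The 23 groupings that part fewer pairs gave at most 1 as well, so the real one alone of all 35 gave more than 1. For rehydration compared to control 1 of 40 such groupings, the real one, gave as many. The next gave 2943, when RHM02 was placed with the controls. For rehydration compared to dehydration 1 of 70 groupings, the real one, gave as many, and the others at most 1. Of 30 groupings that part fewer pairs, 1 gave more, 1329, when RHM02 was placed with the dehydrated animals. RHM02 lay between the groups, with a first principal component of 12.2 where the other rehydrated animals had 24.4 to 51.2, and a “blue” eigengene of 0.165 where they had 0.290 to 0.468. Without RHM02 rehydration compared to dehydration had 1963 DEGs.

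That edgeR called 72 genes in dehydration where DESeq2 called 949 was tested against 2 explanations. If the animals with high immune expression widened the spread in edgeR, leaving them out would raise its count towards that of DESeq2. It rose to 141 without both, to 235 without RHM01 alone and to 241 with the immune gene score as a covariate. Without CM01 alone it fell to 31. All of these stay under 949, so these animals may account for a part of the gap and not for all of it. If DESeq2 called genes between any groups, other groupings would give many, and their median was 1 gene with a maximum of 19. Those groupings mix the conditions within each side, which widens the spread, so their low counts do not rule out that DESeq2 calls too many genes in the real grouping. In simulated data DESeq2 called 14 of 14864 unchanged genes and edgeR 0. DESeq2 also called 75% of 100 genes changed 2-fold and 95% of 100 genes changed 4-fold. The 14 were thus a larger share of its calls than the adjusted p-value threshold aims at. Between 2 simulated groups without a change DESeq2 called 1 of 15064 genes. Excess calls by DESeq2 stay possible, and the simulation cannot say how many of the 949 they would be. The log2 fold changes of the 2 tests had a Pearson correlation of 0.9998 across genes. The median ratio of edgeR's standard errors to those of DESeq2 was 0.938. These values argue against different fold changes, or a spread generally wider in edgeR, as the cause. The tests also differ in how they turn such values into p-values, which was not tested apart. The cause of the gap is otherwise left open.

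The larger number of DEGs after rehydration than after dehydration was tested against a bias for gene length from degraded RNA. With an offset for length 4249 genes were called in rehydration compared to control, close to the 4331 without it, so length does not account for the number. It does move the split: the shortest genes had 749 higher and 465 lower without the offset and 501 and 573 with it, and the longest 579 and 1176 without it and 871 and 904 with it. A response of the kidney to rehydration may be behind the number, a hypothesis that rests on the same animals. The lower depth of the rehydrated animals was not tested apart from scaling. RNA quality stays open as well, since the paper reports lower RIN values in the rehydration group. Effects of degradation other than a trend with gene length were not tested.

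The shared direction of the dehydration and rehydration changes was tested against the use of the same controls in both. With disjoint pairs of controls the correlation across genes was 0.365, against 0.678 with the same pair of controls in both, a calculation added after the results were seen, and 0.623 with all controls in both. Shared controls thus account for a part of it, and the rest may reflect a response that lasts into rehydration, which is a hypothesis.

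The ribosome genes of the “blue” module had a higher median in rehydration compared to control than all random lists matched on expression and length (percentile 100). The median was 0.54 without and 0.43 with the length offset, so gene length accounts for a part of it at most. Since the list was taken from a module built on the same animals, the percentile is no independent test of the rise.

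A hypothesis formed on these data was that genes that rise in dehydration would fall below control once water returns. Of the 47 genes higher in dehydration, 43 were above control after rehydration, with a median log2 fold change of 0.80 in rehydration compared to control. This median was at percentile 100 of random lists matched on expression, above the level of such genes, and with the length offset it was 0.86. The fall was thus not seen in these genes. Both comparisons use the same controls, so the rise that was seen cannot be told apart from that choice of genes.

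PPIA and CUL1 are the paper's reference genes for qPCR. In rehydration compared to control PPIA had a log2 fold change of 0.45 (standard error 0.10, adjusted p = 0.00361 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.000110 to 0.0505 over the alternatives), and was higher in all 5 rehydrated animals than in any of the 4 controls. The log2 fold change of PPIA was 0.40 with the length offset, so gene length does not account for it. With DESeq2 size factors it was 0.46. These factors and TMM gave nearly the same scale (median log2 fold change of all genes 0.0334 and 0.0269), so this cannot tell whether scaling plays a part. A rise with rehydration may be the cause, a hypothesis that rests on the same animals. CUL1 had −0.07 (standard error 0.06, adjusted p = 0.414; 0.229 to 0.937 over the alternatives).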
